# Distinct mitochondrial defects trigger the integrated stress response depending on the metabolic state of the cell

**DOI:** 10.7554/eLife.49178

**Published:** 2020-05-28

**Authors:** Eran Mick, Denis V Titov, Owen S Skinner, Rohit Sharma, Alexis A Jourdain, Vamsi K Mootha

**Keywords:** integrated stress response, mitochondria, metabolism, ATF4, GCN2, p53, Human, Mouse

## Abstract

Mitochondrial dysfunction is associated with activation of the integrated stress response (ISR) but the underlying triggers remain unclear. We systematically combined acute mitochondrial inhibitors with genetic tools for compartment-specific NADH oxidation to trace mechanisms linking different forms of mitochondrial dysfunction to the ISR in proliferating mouse myoblasts and in differentiated myotubes. In myoblasts, we find that impaired NADH oxidation upon electron transport chain (ETC) inhibition depletes asparagine, activating the ISR via the eIF2α kinase GCN2. In myotubes, however, impaired NADH oxidation following ETC inhibition neither depletes asparagine nor activates the ISR, reflecting an altered metabolic state. ATP synthase inhibition in myotubes triggers the ISR via a distinct mechanism related to mitochondrial inner-membrane hyperpolarization. Our work dispels the notion of a universal path linking mitochondrial dysfunction to the ISR, instead revealing multiple paths that depend both on the nature of the mitochondrial defect and on the metabolic state of the cell.

## Introduction

The mitochondrial electron transport chain (ETC) supports myriad, mechanistically linked functions. It provides the driving force for ATP synthesis by oxidative phosphorylation (OXPHOS) (Mitchell, 1961; Mitchell, 2011), maintains redox balance of cofactor pairs (NADH:NAD^+^, CoQH_2_:CoQ) that are coupled to hundreds of cellular reactions (Williamson et al., 1967; Ying, 2008; Santidrian et al., 2013; Titov et al., 2016; Xiao et al., 2018; Goodman et al., 2018; Mitchell, 1975; Turunen et al., 2004; Alcázar-Fabra et al., 2016), contributes to the electrochemical gradient that drives transport of proteins and metabolites across the mitochondrial inner-membrane (LaNoue and Schoolwerth, 1979; Martin et al., 1991), and is a major determinant of cellular oxygen levels and tolerance (Taivassalo et al., 2002; Campian et al., 2004; O'Hagan et al., 2009; Brand, 2016; Jain et al., 2019). Defects in the ETC and OXPHOS system are associated with a spectrum of human pathology ranging from individually rare genetic disorders to common conditions, such as neurodegeneration (Schapira, 2008; Hu and Wang, 2016; Lin and Beal, 2006; Area-Gomez et al., 2019), diabetes (Kelley et al., 2002; Mootha et al., 2004; Ritov et al., 2005; Ritov et al., 2010), select forms of cancer (Wallace, 2012; Reznik et al., 2017; Gaude and Frezza, 2014) and the aging process itself (Sun et al., 2016; Bratic and Larsson, 2013).

Mutations in nearly 300 nuclear or mitochondrial (mtDNA) genes have been implicated in mitochondrial disorders that affect at least 1 in 4300 live births and lack effective treatments (Schapira, 2012; Vafai and Mootha, 2012; Gorman et al., 2015; Gorman et al., 2016; Frazier et al., 2019). Management of these conditions is complicated by their striking heterogeneity. They can develop acutely or progressively and can impact multiple organ systems or just a single cell type. Disease often manifests in post-mitotic tissues, such as skeletal muscle or the nervous system, but this pattern does not simply correlate with ATP demand or tissue expression of the causal gene. Deciphering how cells sense and respond to mitochondrial dysfunction is thus a major challenge with the potential to inform the common conditions that exhibit a decline in mitochondrial health.

Studies in patients, animals and cultured cells have consistently identified a gene expression program associated with the integrated stress response (ISR) as a signature of mitochondrial dysfunction (Martinus et al., 1996; Zhao et al., 2002; Kühl et al., 2017; Celardo et al., 2017; Quirós et al., 2017; Fujita et al., 2007; Silva et al., 2009; Tyynismaa et al., 2010; Dogan et al., 2014; Bao et al., 2016; Magarin et al., 2016; Lehtonen et al., 2016; Khan et al., 2017). The ISR is triggered by various insults, including nutrient deficiency, unfolded protein stress and pathogen infection. In mammalian cells, it is typically activated by a family of four kinases, each of which can phosphorylate the alpha subunit of translation initiation factor 2 (eIF2α) in response to distinct stimuli. eIF2α phosphorylation acutely inhibits global protein synthesis but promotes translation of transcription factors, such as activating transcription factor 4 (ATF4) and DNA damage-inducible transcript three protein (DDIT3), that then engage their downstream targets (Harding et al., 2003; Palam et al., 2011; Harding et al., 2000; Vattem and Wek, 2004; Wek, 2018; Pakos‐Zebrucka et al., 2016; Taniuchi et al., 2016).

The transcriptional program induced by the ISR varies across species and cell types and depends on the underlying trigger. Nevertheless, it frequently encompasses amino acid transport and biosynthesis genes, cytosolic tRNA synthetases and translation factors, pro-apoptotic factors, and genes involved in antioxidant defense, proteostasis and organelle quality control (Harding et al., 2003; Han et al., 2013). In tissues affected by mitochondrial disease, the ISR activates the mitochondrial 1-carbon pathway (Kühl et al., 2017; Tyynismaa et al., 2010; Bao et al., 2016; Nikkanen et al., 2016) and is thought to underlie secretion of the circulating cytokines fibroblast growth factor 21 (FGF21) and growth/differentiation factor 15 (GDF15) that are under consideration as disease biomarkers (Lehtonen et al., 2016; Fujita et al., 2015; Yatsuga et al., 2015; Chung et al., 2017; Miyake et al., 2016; Restelli et al., 2018). It remains unclear whether the ISR plays a protective role in mitochondrial disease or rather contributes to pathology (Khan et al., 2017; Suomalainen and Battersby, 2018; Lamech and Haynes, 2015).

How mitochondrial dysfunction is sensed to trigger the ISR is a major open question. Defects in mtDNA maintenance and expression are most frequently associated with ISR activation in vivo (Kühl et al., 2017; Lehtonen et al., 2016). However, such defects are expected to impose multiple biochemical consequences on the ETC/OXPHOS system, which are difficult to disentangle. To address this challenge, we profiled global gene expression, bioenergetics and metabolism in muscle cells that were proliferating (myoblasts) or differentiated (myotubes) and acutely treated with a panel of small-molecule mitochondrial inhibitors. To isolate the specific biochemical pathways that trigger the ISR, we employed a suite of ‘protein prostheses’ that facilitate NADH recycling to NAD^+^, in the cytosol or in mitochondria, independent of the ETC (Titov et al., 2016).

Our systematic analysis reveals that multiple mechanisms can link mitochondrial dysfunction to ISR activation. In proliferating myoblasts, we show that ETC inhibition elevates the mitochondrial and cytosolic NADH/NAD^+^ ratios, hindering aspartate synthesis and ultimately depleting asparagine, which activates the ISR via the eIF2α kinase GCN2. In myotubes, we find that inhibition of ATP synthase activates the ISR via a distinct mechanism related to mitochondrial inner-membrane hyperpolarization. Our results reject the notion of a universal trigger of the ISR in mitochondrial dysfunction, and rather, reveal multiple paths to its activation that depend both on the nature of the mitochondrial defect and on the metabolic state of the cell.

## Results

We sought to interrogate the genomic response to mitochondrial dysfunction and its dependence on the metabolic state of the cell. To this end, we utilized proliferating C2C12 mouse myoblasts, which can be induced to exit the cell cycle and then terminally differentiate into myotubes (Yaffe and Saxel, 1977; Blau et al., 1985; Figure 1A). Differentiation triggers mitochondrial biogenesis and promotes oxidative metabolism as the cells shift from a primary focus on nutrient uptake and biosynthesis to self-maintenance and specialized functions (Moyes et al., 1997; Leary et al., 1998; Casadei et al., 2009; Remels et al., 2010; Sin et al., 2016; Vander Heiden et al., 2009; Lemons et al., 2010).

**Figure 1.**
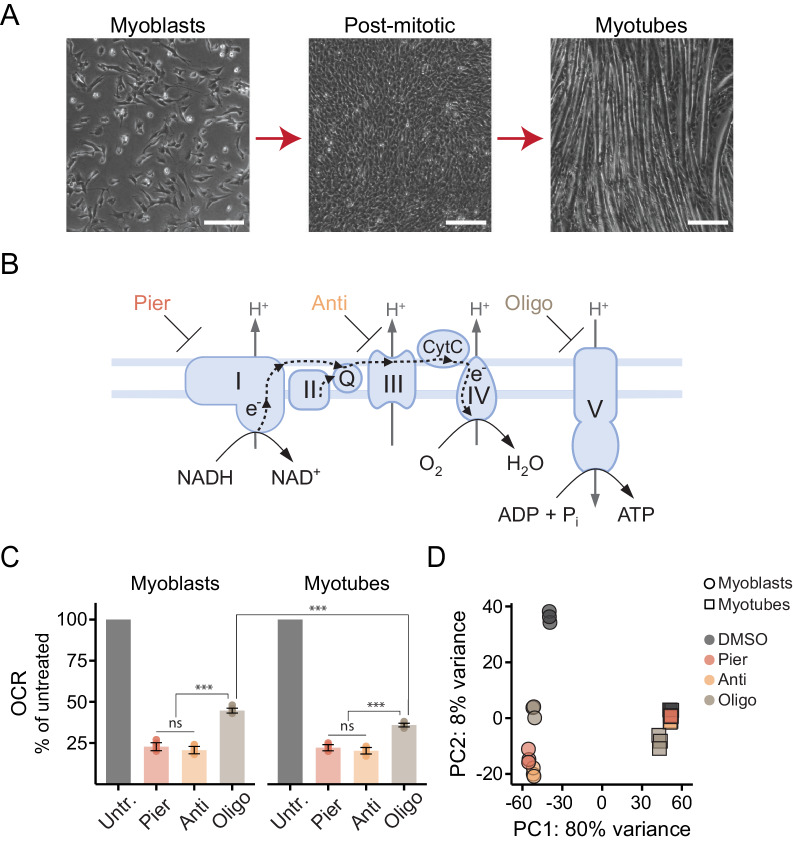
Interrogating the genomic response to mitochondrial dysfunction in proliferating and differentiated muscle cells. (**A**) Phase contrast images of proliferating C2C12 myoblasts (left), post-mitotic cells cultured in low-serum media for 24 hr following confluence (middle), and differentiated myotubes (right). Scale bar denotes 200 μm. (**B**) Schematic of the ETC/OXPHOS system and the site of action of small-molecule inhibitors. Pier, piericidin; Anti, antimycin; Oligo, oligomycin. (**C**) Oxygen consumption rate (OCR) of myoblasts and myotubes acutely treated with mitochondrial inhibitors, normalized in each well to OCR prior to treatment (Untr., untreated). Mean ± SD, N = 7–9 from two experiments. The Games-Howell test was used for all pairwise comparisons. ns, p>0.05; ***, p<0.001. (**D**) Principal component analysis (PCA) of gene expression levels derived from RNA-seq in myoblasts and myotubes treated with inhibitors for 10 hr. N = 3.

We acutely treated myoblasts and myotubes with inhibitors of complex I (piericidin), complex III (antimycin) or ATP synthase (oligomycin) (Figure 1B) in media lacking pyruvate and uridine, to avoid masking known metabolic vulnerabilities of ETC-compromised cells (Morais et al., 1980; King and Attardi, 1989) (Materials and methods). We confirmed the inhibitors exerted the expected effects on respiration (Figure 1C). Complex I or complex III inhibition abrogated mitochondrial oxygen consumption while cells treated with the ATP synthase inhibitor retained residual respiration, not coupled to ATP synthesis, often termed oligomycin-resistant respiration or leak respiration (Jastroch et al., 2010; Divakaruni and Brand, 2011). Myotube mitochondria showed less leak respiration, indicative of tighter coupling (Sin et al., 2016).

We next performed RNA-sequencing to profile global gene expression changes following 10 hr of treatment, roughly corresponding to the duration of the myoblast cell cycle. 

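The control myoblasts carried a doxycycline-inducible luciferase gene and were kept in 300 ng/ml doxycycline, and the myotubes were untransduced cells that had spent 4 days in low-serum media. In each state, 3 replicates per treatment received DMSO, 0.5 µM piericidin, 0.5 µM antimycin or 1 µM oligomycin, giving 24 samples. The authors prepared polyA-selected Smart-seq2 libraries, quantified the reads with kallisto against the mouse transcriptome with the transgene sequences added, summed the estimated counts to genes, and deposited these counts without normalization. A sample held between 6458295 and 13898633 counts, with a median of 10467589. For PCA, counts were transformed with the rlog function of DESeq2 and each gene was mean-centered, without scaling, over the 12592 genes with at least 16 counts in every replicate of at least one condition. Differential expression was tested with the quasi-likelihood F test of edgeR after TMM normalization, with Benjamini-Hochberg adjustment over all genes tested, and genes with an adjusted p under 0.05 are called differentially expressed.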

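In the PCA of the 24 control myoblast and myotube samples, PC1 held 79.6% of the variance and PC2 held 8.00%. The choice that moved the PC1 share most was scaling each gene to unit variance, which gave 52.1%. All 12 myotube samples had PC1 scores of 42.7 or higher and all 12 myoblast samples had scores of -39.3 or lower (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest it can give, adjusted p = 0.00018 over 18 comparisons of component scores). On PC2, the mean score of myoblasts was -36.2 ± 1.96 with DMSO (SD, n = 3), 13.9 ± 2.47 with piericidin, 19.5 ± 1.56 with antimycin and -2.59 ± 2.20 with oligomycin. The 9 inhibitor-treated myoblast samples all scored above the 3 DMSO samples (two-sided exact permutation test, p = 0.00455, adjusted p = 0.0164). The 9 inhibitor-treated myotube samples also all scored above their 3 DMSO samples, but the PC2 means lay closer together, at -2.92 ± 0.0881 with DMSO, -0.716 ± 0.232 with piericidin, 0.566 ± 1.35 with antimycin and 8.45 ± 2.36 with oligomycin (SD, n = 3 each), and the same exact permutation test gave p = 0.0455, adjusted p = 0.1. Tested gene by gene as an interaction of treatment and cell state in edgeR, the response to piericidin differed between myotubes and myoblasts at 5872 of 12592 genes, the response to antimycin at 6029 and the response to oligomycin at 3596. The oligomycin count moved most, to 2018, when the position of each sample on a 96-well plate, as read from the sample labels, was added to the model, a choice made after seeing the data. Atf3 (ENSMUSG00000026628) responded less in myotubes than in myoblasts to antimycin, with an interaction log2 fold change of -6.79 (SE 0.20, adjusted p = 1.26e-17, edgeR), whereas for oligomycin the interaction was -0.28 (SE 0.20, adjusted p = 0.447, edgeR).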

Principal component analysis (PCA) of the combined data from myoblasts and myotubes suggested marked differences in their response to mitochondrial inhibition but the strongest trend was the fundamental distinction between the cell states (Figure 1D). We therefore proceeded to analyze the results separately for myoblasts and for myotubes.

### Mechanistically distinct inhibitors of mitochondria trigger the ISR in myoblasts

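In the 12 control myoblast samples (11442 genes), PC1 held 57.0% of the variance and PC2 held 19.1%. Mean PC1 scores were -29.7 ± 1.65 with DMSO, -1.49 ± 2.05 with oligomycin, 13.4 ± 2.54 with piericidin and 17.8 ± 1.53 with antimycin (SD, n = 3 each). All 9 inhibitor-treated samples scored above all 3 DMSO samples, and all 6 piericidin and antimycin samples scored above all 3 oligomycin samples (two-sided exact permutation test, p = 0.0119, adjusted p = 0.0357). The 3 antimycin samples, at 16.1 or higher, scored above the 3 piericidin samples, at 15.3 or lower, but a comparison of 3 samples with 3 cannot give a p under 0.1 in an exact permutation test. For differential expression all 37 myoblast samples treated for 10 hr were modelled together, and 11981 genes were tested. Antimycin changed 7568 genes, of which 3844 were higher and 3724 lower than with DMSO, and 2725 changed at least 2-fold. Piericidin changed 7389 genes (3704 higher, 3685 lower, 2446 at least 2-fold), and oligomycin changed 6081 genes (2935 higher, 3146 lower, 1510 at least 2-fold). Leaving out one replicate moved the piericidin count most, to 6351 in the lowest of 3 fits. With replicate number as a block, 7472 genes changed with piericidin; the mean residual correlation between samples of different conditions was near 0, at 0.034 for the same number and -0.017 for different numbers. Compared directly, 5994 genes differed between antimycin and oligomycin and 4693 between piericidin and oligomycin, against 4455 between antimycin and piericidin. The 3 DMSO samples all came from outer wells of the 96-well plate as read from the labels. Of the 192 genes tested that differed at least 2-fold between outer and inner wells over all samples, 100 were called for piericidin, 123 for antimycin and 29 for oligomycin.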

PCA of myoblast gene expression revealed a dominant first principal component (PC1; 57% of the variance) along which inhibited cells progressed, with piericidin and antimycin exerting a more pronounced effect than oligomycin (Figure 2A; Supplementary file 1). To gain insight into genes driving variation along PC1, we subjected the 500 genes with the most positive weights (upregulated along PC1) and, separately, the 500 genes with the most negative weights (downregulated) to *cis-*regulatory analysis (Janky et al., 2014) (Materials and methods). We also performed gene set enrichment analysis (GSEA) (Mootha et al., 2003; Subramanian et al., 2005) of REACTOME pathways (Croft et al., 2014) using PC1 weights as the gene ranks (Materials and methods).

**Figure 2.**
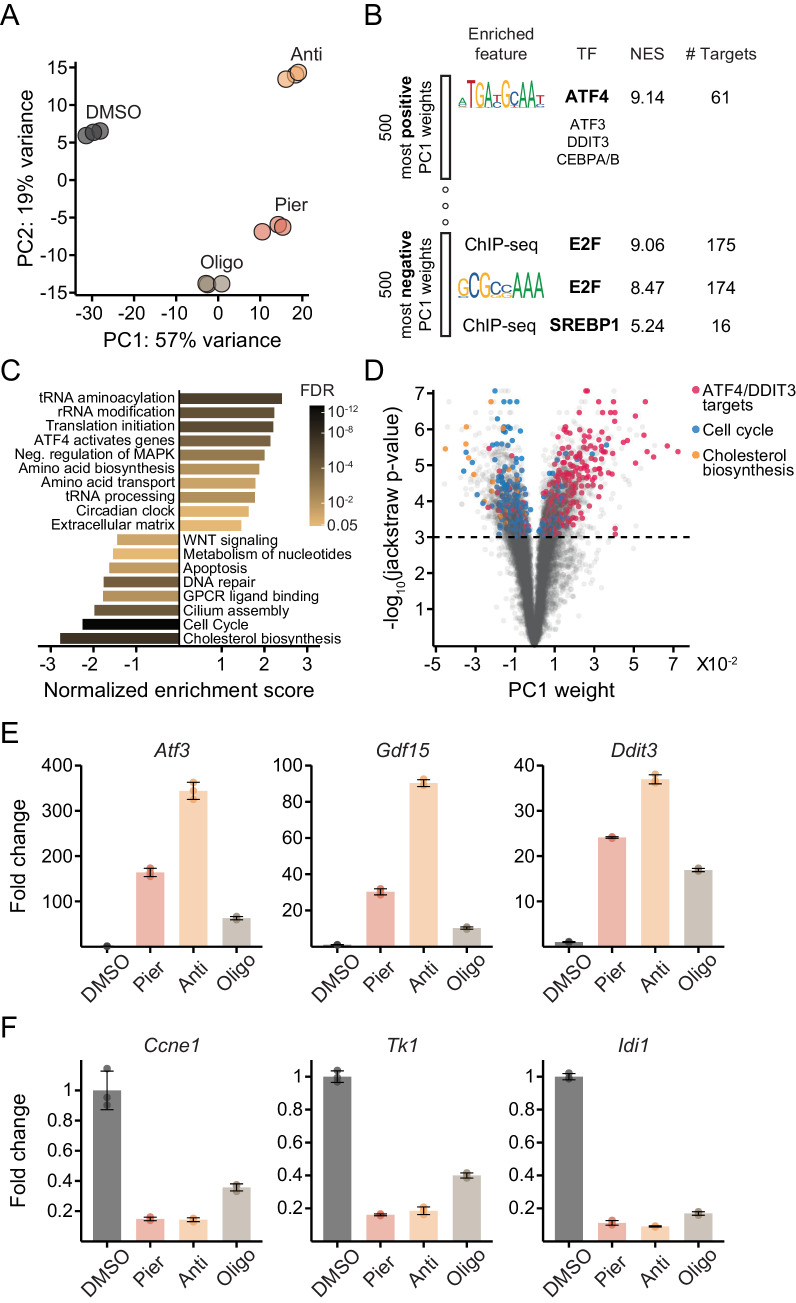
Mechanistically distinct mitochondrial inhibitors trigger the ISR and depress proliferative gene expression in myoblasts. (**A**) PCA of gene expression levels derived from RNA-seq in myoblasts treated with inhibitors for 10 hr. N = 3 (same samples as in Figure 1D). Pier, piericidin; Anti, antimycin; Oligo, oligomycin. Detailed results are provided in Supplementary file 1. (**B**) Enriched features in the promoters of the 500 genes with the most positive PC1 weights and the 500 genes with the most negative weights, based on iRegulon analysis of transcription factor binding motifs and ChIP-seq peaks. TF, transcription factor; NES, normalized enrichment score; # Targets, number of gene targets. Detailed results are provided in Supplementary file 2. (**C**) Gene set enrichment analysis of REACTOME pathways using PC1 weights as the gene ranks. Detailed results are provided in Figure 2—source data 1. (**D**) Volcano plot relating each gene’s PC1 weight (x-axis) and jackstraw P-value for significance of association with PC1 (y-axis). (**E**) Fold-change from DMSO derived from RNA-seq for representative ATF4/DDIT3 target genes strongly upregulated along PC1 (*Atf3*, activating transcription factor 3; *Gdf15*, growth/differentiation factor 15; *Ddit3*, DNA damage-inducible transcript 3). Mean ± SD. (**F**) Fold-change from DMSO derived from RNA-seq for representative cell cycle pathway genes (*Ccne1*, G1/S-specific cyclin-E1; *Tk1*, thymidine kinase, cytosolic) and a cholesterol pathway gene (*Idi1*, isopentenyl-diphosphate delta isomerase 1) strongly downregulated along PC1. Mean ± SD. Figure 2—source data 1.Gene set enrichment analysis.

**Figure 2—figure supplement 1.**
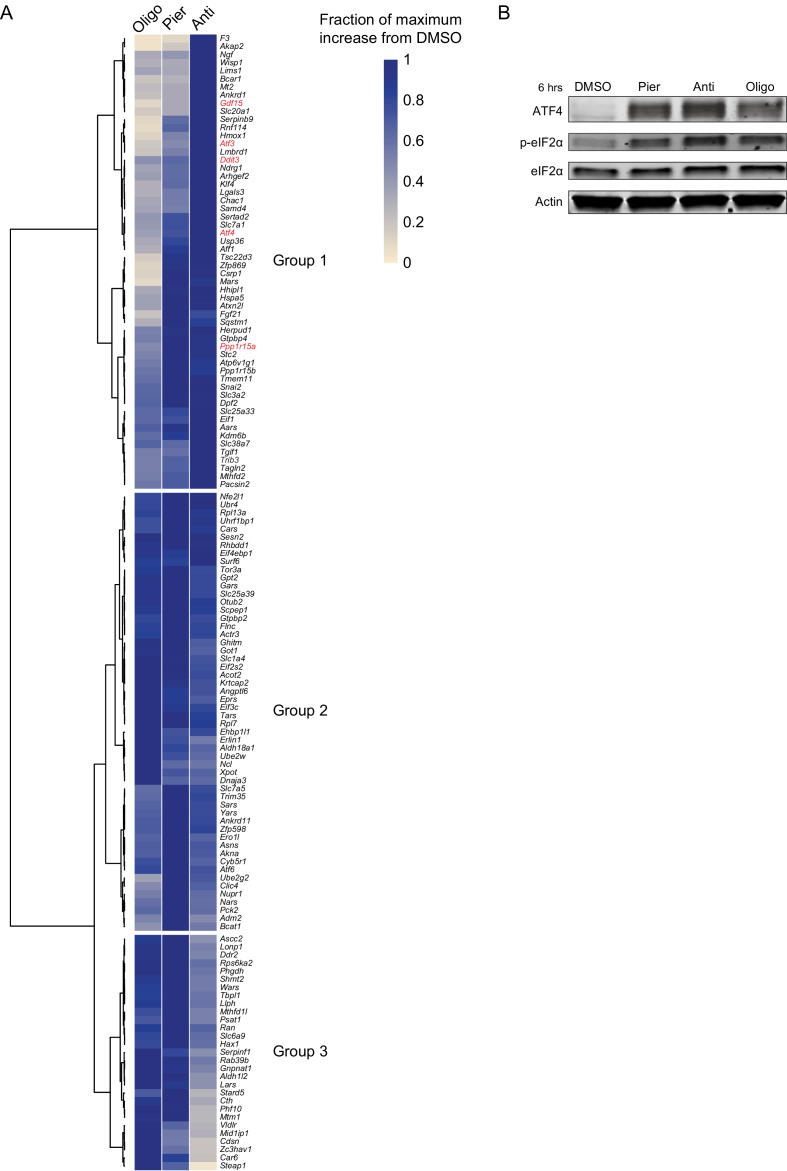
Additional data on transcriptional and protein markers of the ISR following mitochondrial inhibitor treatments in myoblasts. (**A**) Heatmap of mean expression fold-changes derived from RNA-seq for upregulated ATF4/DDIT3 target genes most associated with PC1 (jackstraw p-value<0.0001). *Atf4* was also included. Data was min-max normalized such that in each row, the treatment that elicited the maximum upregulation from the DMSO baseline was assigned the value one and the remaining treatments were assigned the fraction of the maximum upregulation they elicited. Rows (genes) were then hierarchically clustered based on Pearson correlation using Ward agglomeration. The first three branching points in the dendrogram define Groups 1–3, as referenced in the main text. Genes in red are used throughout this manuscript as markers of the ISR. See also Supplementary file 1. (**B**) Western blot of ATF4 and (p-)eIF2α in myoblasts treated for 6 hr as indicated. Pier, piericidin; Anti, antimycin; Oligo, oligomycin.

Both approaches converged on activation of the ISR as a major trend driving gene expression following inhibitor treatments. *Cis*-regulatory analysis identified binding motifs for the ISR master regulator ATF4 as the most enriched in promoters of genes upregulated along PC1 (Figure 2B; Supplementary file 2), while GSEA highlighted pathways typically upregulated as part of the ISR, including cytosolic tRNA synthetases and translation factors, amino acid transport and biosynthesis genes, and additional ISR regulators (Harding et al., 2003; Han et al., 2013; Figure 2C).

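The motif and pathway analyses were not repeated here. Instead, sets of genes were tested in the same model with camera of limma, with adjustment over 32 tests of gene sets. This test compares a set's gene statistics with those of the other genes, so its p does not test the mean log2 fold change itself. The 85 genes marked as ATF4 or DDIT3 targets in the part of Supplementary file 1 analysed here had a mean log2 fold change of 0.88 with piericidin (adjusted p = 5.63e-19, 67 of 85 genes higher), 0.79 with antimycin (adjusted p = 1.32e-12, 62 higher) and 0.86 with oligomycin (adjusted p = 6.5e-27, 69 higher), from the limma test. The piericidin mean moved most when one replicate was left out, to 0.83 in the lowest of 3 fits. These targets made up 21 of the 500 genes with the most positive PC1 weights in control myoblasts, where 3.71 would fall by chance (Fisher's exact test, two-sided, p = 5.97e-11). A set of 20 cytosolic tRNA synthetases had mean log2 fold changes of 1.17 with piericidin, 1.00 with antimycin and 1.06 with oligomycin (limma, adjusted p = 3.17e-29, 1.06e-18 and 1.1e-36), and 9 of the 20 were among the 500 genes (Fisher's exact test, p = 5.91e-08).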

At the same time, the analyses revealed downregulation of genes linked to cell proliferation. Promoters of downregulated genes were enriched for motifs or ChIP-seq peaks of E2F-family transcription factors, master regulators of the cell cycle (Johnson et al., 1993; Helin, 1998; Ren et al., 2002; Fischer and Müller, 2017), and of SREBP-1/2, regulators of cholesterol and lipid metabolism (Yokoyama et al., 1993; Hua et al., 1993; Wang et al., 1994; Horton et al., 2002; Figure 2B; Supplementary file 2). 

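In the same gene set test of limma, 122 genes marked as members of the cell cycle pathway had a mean log2 fold change of -0.16 with piericidin (adjusted p = 0.0358), -0.26 with antimycin (adjusted p = 0.000468) and -0.17 with oligomycin (adjusted p = 0.00489). With plate position added to the model, which was chosen after seeing the data, the piericidin mean was -0.17 and its adjusted p from limma was 0.0509. The cell cycle set was mixed, with 57 genes lower and 33 higher among those called for piericidin, and 15 of its members were among the 500 genes with the most negative PC1 weights, where 5.33 would fall by chance (Fisher's exact test, two-sided, p = 0.000271). All 13 leading-edge genes of the cholesterol biosynthesis pathway were lower with each inhibitor, with mean log2 fold changes of -2.13 for piericidin, -1.94 for antimycin and -1.65 for oligomycin; the paper selected these genes on the same samples, so their direction is not an independent measurement.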

The cell cycle, DNA replication and cholesterol biosynthesis pathways also emerged as the most sharply depressed in the GSEA results (Figure 2C). This is consistent with the proliferative defect ETC inhibition is expected to impose in our media conditions.

We generated a volcano plot relating each gene’s magnitude and significance of association with PC1 (Materials and methods). We then annotated it with verified target genes of ATF4 and DDIT3 derived from ChIP-seq data (Han et al., 2013), and with members of the REACTOME cell cycle and cholesterol pathways (Figure 2D; Supplementary file 1). The result demonstrated the striking enrichment of these categories among differentially expressed genes. Expression changes of top genes associated with PC1 from the enriched categories further illustrated that the transcriptional signatures of ISR activation (Figure 2E) and impaired proliferation (Figure 2F) mirrored one another (Hamanaka et al., 2005).

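Coordinates are of GRCm38. Atf3 (chromosome 1, 191170296 to 191218039) had the largest PC1 weight of 11442 genes. Its mean normalized count rose from 10.1 ± 3.04 with DMSO (SD, n = 3) to 1656 ± 98.5 with piericidin, 3483 ± 190 with antimycin and 636 ± 37.3 with oligomycin, or 165 ± 9.79-fold, 346 ± 18.9-fold and 63.3 ± 3.71-fold of the DMSO mean. Leaving out one replicate moved the piericidin value most, to 193-fold. In edgeR the log2 fold changes of Atf3 were 7.33 (SE 0.21, adjusted p = 6.55e-23), 8.42 (SE 0.21, adjusted p = 1.98e-24) and 5.94 (SE 0.22, adjusted p = 3.59e-20). Gdf15 (ENSMUSG00000038508; chromosome 8, 70629393 to 70632456), with the second largest weight, rose 30.4 ± 1.81-fold with piericidin, 90.9 ± 1.93-fold with antimycin and 10.3 ± 0.601-fold with oligomycin (SD, n = 3). Ddit3 (ENSMUSG00000025408; chromosome 10, 127290774 to 127296288), at rank 5, rose 24.2 ± 0.244-fold, 37.2 ± 0.997-fold and 17.1 ± 0.391-fold. Among the lower genes, Ccne1 (ENSMUSG00000002068; chromosome 7, 38097984 to 38107534) stood at 0.149 ± 0.0122 of its DMSO mean with piericidin, 0.144 ± 0.0127 with antimycin and 0.36 ± 0.0225 with oligomycin, and ranked 9 from the bottom of PC1. Tk1 (ENSMUSG00000025574; chromosome 11, 117815526 to 117826092) stood at 0.161 ± 0.00539, 0.187 ± 0.0232 and 0.403 ± 0.0168, and Idi1 (ENSMUSG00000058258; chromosome 13, 8885501 to 8892451) at 0.112 ± 0.0140, 0.0908 ± 0.00360 and 0.17 ± 0.0113. For Ccne1 the piericidin and antimycin values differed by less than the spread between replicates, whereas the oligomycin values of Ccne1, Tk1 and Idi1 were above those of both other inhibitors by more than that spread.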

A large fraction of ISR target genes displayed the gradation of induction with the different inhibitors reflected along PC1, that is antimycin > piericidin > oligomycin (Group 1 in Figure 2—figure supplement 1A). 

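The heat map names 139 ISR target genes, all found among the genes tested, with 56 in Group 1. Mean log2 fold changes over Group 1 were 2.62 with antimycin, 2.19 with piericidin and 1.54 with oligomycin. In edgeR, all 56 genes were called higher with antimycin than with oligomycin, and for 42 of the 56 the log2 fold changes followed the order antimycin, piericidin, oligomycin; with the size factors of DESeq2 in place of TMM this number was 40. The grouping was made by the paper from these samples, so the direction within Group 1 is not independent of it.

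**Figure D1:**
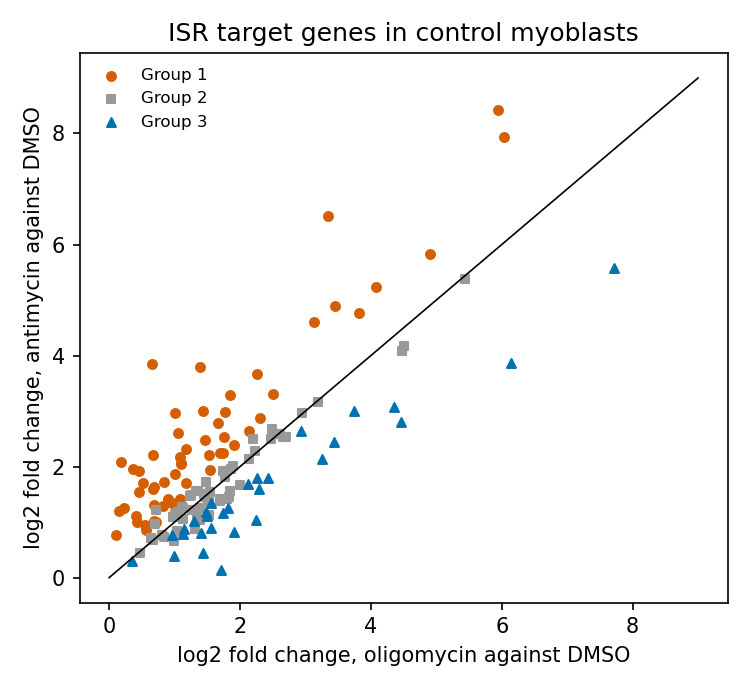
Log2 fold change over DMSO with antimycin against that with oligomycin for the ISR target genes of Figure 2—figure supplement 1A, each point 1 gene, colored by the paper's Group. The 56 genes of Group 1 lie above equality and the 29 genes of Group 3 lie below it.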

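Group 2 of the heat map holds 54 ISR target genes and Group 3 holds 29. Over Group 2 the mean log2 fold change was 1.7 with antimycin, 1.92 with piericidin and 1.74 with oligomycin. Between antimycin and oligomycin, edgeR called 11 of the 54 genes higher with antimycin and 18 lower, and 25 not different. Over Group 3 the means were 1.61 with antimycin, 2.38 with piericidin and 2.39 with oligomycin; 28 of the 29 genes were called lower with antimycin than with oligomycin, and 11 followed the order oligomycin, piericidin, antimycin.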

Other targets, however, showed comparable induction across the inhibitors (Group 2) and a minority even showed the reverse gradation (Group 3). These patterns suggest complex cross-regulation of some ISR targets and underscore the non-equivalence of different modes of mitochondrial dysfunction. Nevertheless, the transcriptional signatures we observed were accompanied in all cases by eIF2α phosphorylation and ATF4 protein accumulation (Figure 2—figure supplement 1B).

### Oxidizing cytosolic NADH/NAD^+^ is sufficient to ablate ISR activation by complex I inhibition in myoblasts

In myoblasts, complex I or complex III inhibition triggered the ISR more potently than ATP synthase inhibition. 

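Atf4 (ENSMUSG00000042406; chromosome 15, 80255184 to 80257541) and Ppp1r15a (ENSMUSG00000040435; chromosome 7, 45522916 to 45526268), at ranks 58 and 6 on PC1, were also compared between inhibitors. Atf4 was higher with antimycin than with oligomycin by a log2 fold change of 1.12 (SE 0.03, adjusted p = 1.3e-22, edgeR) and higher with piericidin than with oligomycin by 0.73 (SE 0.03, adjusted p = 1.51e-17, edgeR). For Ppp1r15a these differences were 0.95 (SE 0.083, adjusted p = 7.06e-11, edgeR) and 1.03 (SE 0.083, adjusted p = 2.29e-11, edgeR). Ddit3 differed by 1.15 for antimycin (SE 0.06, adjusted p = 1.31e-16, edgeR) and 0.52 for piericidin (SE 0.06, adjusted p = 1.07e-08, edgeR). All 3 genes are in Group 1, which the paper made from these samples, so their direction is not independent of it. Over the 85 marked targets the mean log2 fold change was 0.79 with antimycin, 0.88 with piericidin and 0.86 with oligomycin. Group 3 went the other way, at 1.61 with antimycin against 2.39 with oligomycin. From the weaker response to oligomycin, the paper reasons that a fall in ATP was less likely to trigger the ISR than impaired NADH oxidation.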

We therefore reasoned that a decrease in ATP levels due to breakdown of OXPHOS was less likely to play the operative role in ISR activation, whereas impaired NADH oxidation (‘reductive stress’) presented a more compelling candidate. To explore this possibility, we generated myoblasts expressing *Lb*NOX, a bacterial water-forming NADH oxidase that directly converts NADH to NAD^+^ independent of the ETC (Titov et al., 2016; Figure 3A, Figure 3—figure supplement 1A). We also generated cells expressing mito*Lb*NOX, a variant of *Lb*NOX targeted to the mitochondrial matrix (Titov et al., 2016; Figure 3A, Figure 3—figure supplement 1A). Finally, we generated cells expressing NDI1, a piericidin-resistant yeast protein that substitutes for complex I in transferring electrons from NADH to coenzyme Q (CoQ) and thus facilitates both continued NADH oxidation and ATP synthesis by OXPHOS (Titov et al., 2016; De Vries et al., 1992; Seo et al., 1998; Seo et al., 2000; Figure 3B, Figure 3—figure supplement 1A).

**Figure 3.**
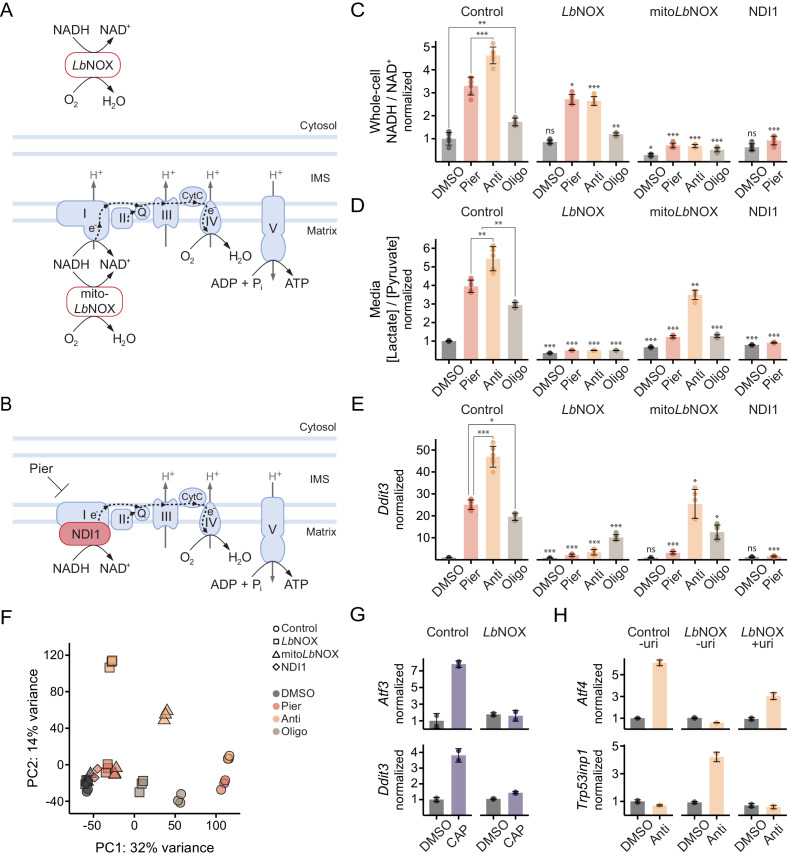
Oxidizing cytosolic NADH/NAD^+^ is sufficient to ablate ISR activation by complex I inhibition in myoblasts. (**A**) Schematic of localization and activity of *Lb*NOX and mito*Lb*NOX. IMS, intermembrane space. (**B**) Schematic of localization and activity of NDI1. (**C**) NADH/NAD^+^ in extracts of cells expressing luciferase (control), *Lb*NOX, mito*Lb*NOX or NDI1 and treated with inhibitors for 1 hr. Data is normalized to DMSO in control cells. Mean ± SD, N = 5–6 from two experiments. Welch’s t-test (two-tailed) was used to compare each pair of treatments within control cells, as well as each treatment in the other cells with its equivalent in control cells (significance notations with no connecting lines), followed by Holm’s correction for multiple testing. (**D**) Media [lactate]/[pyruvate] following 2 hr treatments in control, *Lb*NOX, mito*Lb*NOX or NDI1 cells. Data is normalized to DMSO in control cells. Mean ± SD, N = 5–6 from three experiments. Statistical analysis as in C. (**E**) qPCR of *Ddit3* following 10 hr treatments in control, *Lb*NOX, mito*Lb*NOX or NDI1 cells. Data is presented as fold-change from DMSO in control cells. Mean ± SD, N = 5–6 from two experiments. Statistical analysis as in C on the ΔΔC_t_ values. (**F**) PCA of gene expression levels derived from RNA-seq in control, *Lb*NOX, mito*Lb*NOX or NDI1 cells following 10 hr treatments, as indicated. Detailed results are provided in Supplementary files 1 and 2. (**G**) Fold-change from DMSO derived from RNA-seq for *Atf3* and *Ddit3* in control and *Lb*NOX cells treated for 48 hr with chloramphenicol (CAP) in the presence of uridine. Mean ± SD, N = 2. (**H**) qPCR of *Atf4* and *Trp53inp1* in control and *Lb*NOX cells following 10 hr antimycin treatment, with or without uridine (uri). Data is presented as fold-change from DMSO in control cells without uridine. Mean ± SD, N = 2. ns, p>0.05; *, p<0.05; **, p<0.01; ***, p<0.001.

**Figure 3—figure supplement 1.**
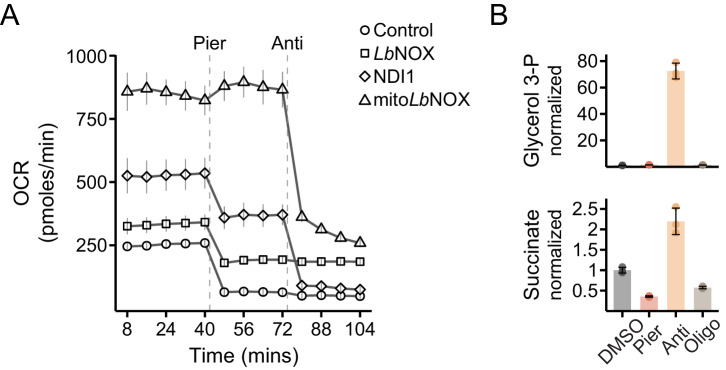
Additional data on bioenergetics and metabolism in myoblast cell lines. (**A**) Oxygen consumption rate (OCR) of control, *Lb*NOX, mito*Lb*NOX or NDI1 cells sequentially treated with piericidin and antimycin. Mean ± SD, N = 4–5. (**B**) Peak intensities of glycerol 3-phosphate and succinate in extracts of control cells treated with inhibitors for 1 hr. Data is normalized to DMSO. Mean ± SD, N = 3.

We confirmed that complex I or complex III inhibition elevated whole-cell NADH/NAD^+^, which primarily reflects the mitochondrial ratio (Titov et al., 2016; Sies, 1982; Eng et al., 1989), more so than ATP synthase inhibition (Figure 3C), consistent with leak respiration in the latter case. The increase in whole-cell NADH/NAD^+^ was prevented in all cases by mito*Lb*NOX, as expected, whereas *Lb*NOX provided only limited relief given the smaller cytosolic contribution to the whole-cell signal.

We also measured the secreted [lactate]/[pyruvate] ratio, a proxy for cytosolic NADH/NAD^+^ through equilibration by the lactate dehydrogenase (LDH) reaction (Williamson et al., 1967; Figure 3D). The results aligned with the predicted effects of the inhibitors on the malate-aspartate shuttle and the glycerol-3-phosphate shuttle, which facilitate oxidation of cytosolic reducing equivalents in mitochondria (Dawson, 1979; Safer et al., 1971). Thus, the increase in mitochondrial NADH/NAD^+^ in either piericidin**-** or antimycin**-**treated cells is expected to stall reactions coupled to this ratio in the tricarboxylic acid (TCA) cycle that are required for malate-aspartate shuttle activity (LaNoue and Williamson, 1971). However, only antimycin overly-reduces the CoQ pool, which blocks the TCA cycle at complex II independently of NADH/NAD^+^ and additionally inhibits the glycerol-3-phosphate shuttle (Mráček et al., 2013; Figure 3—figure supplement 1B).

LbNOX expression was able to maintain a low [lactate]/[pyruvate] ratio in all cases, as it directly oxidizes the cytosol (Figure 3D). mito*Lb*NOX also buffered the impact of piericidin and oligomycin but failed to effectively oxidize the cytosol during antimycin treatment. This result demonstrated that mito*Lb*NOX affected cytosolic NADH/NAD^+^ through the redox shuttles, both of which are inhibited by antimycin’s effect on CoQ in a manner that mito*Lb*NOX cannot resolve.

Strikingly, *Lb*NOX expression was sufficient to almost completely ablate ISR activation, represented by the *Ddit3* transcript, upon complex I or complex III inhibition but only partially mitigated ISR activation by ATP synthase inhibition (Figure 3E). mito*Lb*NOX also significantly attenuated ISR activation during complex I inhibition but proved less effective during complex III inhibition, possibly due to its failure to fully oxidize the cytosol in this case.

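Myoblasts carrying doxycycline-inducible LbNOX, mitoLbNOX or NDI1 were compared with the luciferase control myoblasts, all after 10 hr of treatment: LbNOX cells with each inhibitor, mitoLbNOX cells with piericidin and antimycin, and NDI1 cells with piericidin, beside their own DMSO samples. There were 3 replicates per condition, or 2 for NDI1, and the 37 samples held between 7796879 and 14960910 counts, with a median of 10641807. No sample had a count on a transgene that it did not carry, and the lowest count on a sample's own transgene was 372. For this PCA each gene was also scaled to unit variance, as the paper's Materials and methods state for Figure 3F. To compare conditions along PC1, each treated group's distance from its own DMSO group was expressed as a percentage of the distance that piericidin moved the control cells. The SD given with this percentage is that of the treated scores alone and leaves out the spread of the DMSO scores.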

We performed RNA-sequencing to ascertain the global effects of maintaining compartment-specific NADH oxidation during inhibitor treatments. PCA of the combined data from control myoblasts (shown in Figure 2) and myoblasts expressing *Lb*NOX, mito*Lb*NOX or NDI1 recapitulated a first principal component driven by the ISR and proliferative gene expression. 

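In the PCA of the 37 myoblast samples, PC1 held 31.96% of the variance and PC2 held 13.6%. Atf3 and Ppp1r15a ranked 3 and 4 by PC1 weight among 11981 genes, and Tk1 had the most negative weight. Ccne1, at rank 11969, and Idi1, at rank 11951, lay near the same end.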

The effects following inhibitor treatments were broadly in line with the results for *Ddit3*. During complex I inhibition (red), oxidizing the cytosol with *Lb*NOX (square), or the matrix and the cytosol with mito*Lb*NOX (triangle), was almost as effective in preventing gene expression changes along PC1 as fully maintaining OXPHOS with NDI1 (diamond) (Figure 3F; Supplementary file 1). Thus, impaired NADH oxidation was the primary trigger of ISR-related gene expression in myoblasts and correcting the NADH imbalance in the cytosol was sufficient to prevent this, which was also evident following 48 hr of inhibiting mitochondrial protein synthesis with chloramphenicol (Figure 3G).

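Relative to the control cells, piericidin moved LbNOX cells along PC1 by 15.2 ± 0.881% (SD, n = 3), mitoLbNOX cells by 19.8 ± 0.618% (n = 3) and NDI1 cells by 6.53 ± 1.49% (n = 2). With the 500 most variable genes in place of all genes, the choice that moved it most, the LbNOX value was 21.0%. Mean PC1 scores with piericidin were 109 ± 2.63 in control cells, -33.4 ± 1.47 in LbNOX cells, -23.4 ± 1.03 in mitoLbNOX cells and -46.8 ± 2.48 in NDI1 cells, and the 3 LbNOX samples did not overlap the 3 control samples (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Piericidin changed 1063 genes in LbNOX cells (600 higher, 463 lower), 1341 in mitoLbNOX cells (763 higher, 578 lower) and 1 in NDI1 cells, against 1005 genes with an unadjusted p under 0.05 in the last case. That gene, Eif4ebp1, is named because of the count and was chosen after its value was seen, and its log2 fold change was 0.29. The LbNOX count was 558 when only the groups compared were modelled, and without a filter on low counts the NDI1 count was 552. The response to piericidin differed from that of control cells at 5311 genes for LbNOX, 5130 for mitoLbNOX and 5116 for NDI1 in edgeR tests of the interaction. Over the ATF4 and DDIT3 targets the mean interaction was -0.68 for LbNOX (limma, adjusted p = 1.23e-16), -0.54 for mitoLbNOX (adjusted p = 5.75e-13) and -0.76 for NDI1 (adjusted p = 3.2e-18).

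**Figure D2:**
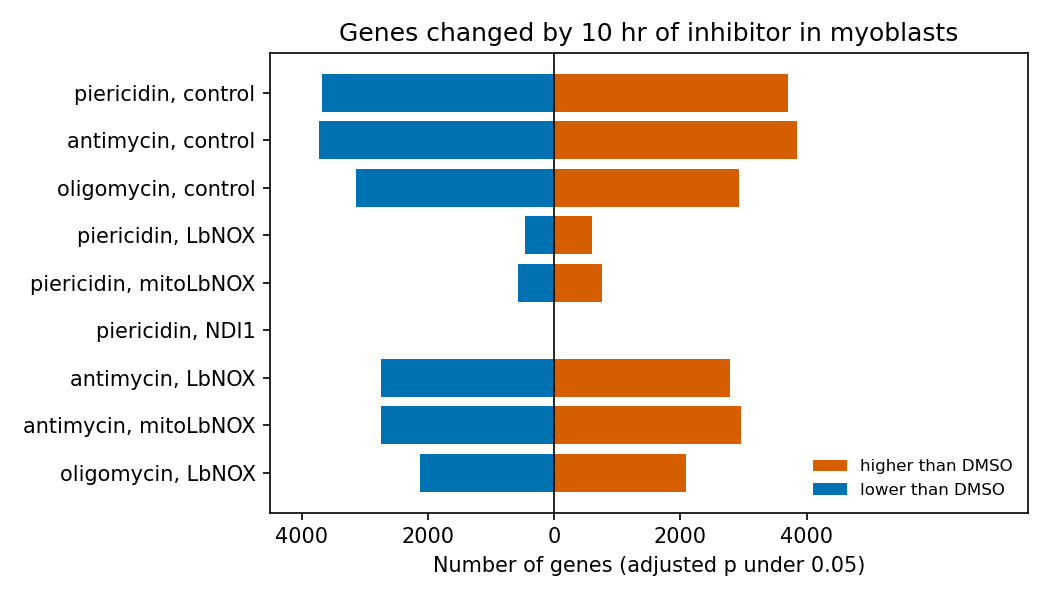
Number of genes higher and lower than DMSO (edgeR, adjusted p under 0.05) for each inhibitor in control, LbNOX, mitoLbNOX and NDI1 myoblasts, with the number of genes on the axis. Piericidin changed 7389 genes in control cells and 1063 in LbNOX cells.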

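In the experiment with chloramphenicol, control and LbNOX myoblasts received 20 µg/ml chloramphenicol or DMSO for 48 hr, with 2 replicates per group and between 9397380 and 15366745 counts per sample. The legend of Figure 3G states that uridine was present, whereas the paper's inhibitor treatments used media without it. Atf3 in chloramphenicol-treated control cells was 7.83 ± 0.402-fold of the control DMSO mean (SD, n = 2), against 1.77 ± 0.194 in LbNOX cells with DMSO and 1.61 ± 0.651 in LbNOX cells with chloramphenicol. The DMSO samples of control cells had normalized Atf3 counts of 3.75 and 16.3, and with 1 replicate number left out of both groups, leaving 1 sample in each, the control fold was 5.01 or 20.2. Ddit3 stood at 3.82 ± 0.430, 1.04 ± 0.0538 and 1.44 ± 0.0658 of the control DMSO mean. Of 11704 genes tested with edgeR, 989 changed in control cells (565 higher, 424 lower) and 109 in LbNOX cells (79 higher, 30 lower). The interaction was significant for 62 genes, 53 of them with a lower response in LbNOX cells, and among them Ddit3 had an interaction log2 fold change of -1.49 (SE 0.19, adjusted p = 0.0146, edgeR), whereas for Atf3 it was -3.01 (SE 0.77, adjusted p = 0.197, edgeR). With plate position in the model, chosen after seeing the data, the interaction count was 19 and the adjusted p of Ddit3 was 0.0644 (edgeR), and DESeq2's Wald test gave Ddit3 no adjusted p. Without a filter on low counts the interaction count was 483, and the adjusted p was 3.77e-10 for Ddit3 and 0.00131 for Atf3 (edgeR). From the rescue by LbNOX, the paper concludes that impaired NADH oxidation was the main trigger of ISR-related expression in myoblasts and that correcting the cytosolic imbalance was enough to prevent it.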

### Oxidizing cytosolic NADH/NAD^+^ during complex III inhibition in myoblasts promotes a p53 response that ablates the ISR

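With antimycin, LbNOX cells moved along PC1 by 18.3 ± 1.04% of the piericidin displacement of control cells, whereas control cells moved by 104 ± 0.617% and mitoLbNOX cells by 56.9 ± 1.05% (SD, n = 3 each). Under oligomycin the displacement was 67.9 ± 1.16% in control cells and 40.5 ± 1.35% in LbNOX cells. The edgeR interaction of antimycin and the transgene covered 6175 genes for LbNOX and 3797 for mitoLbNOX, and that of oligomycin and LbNOX covered 956. Over the ATF4 and DDIT3 targets the mean interaction with antimycin was -0.71 for LbNOX (limma, adjusted p = 1.92e-09) and -0.24 for mitoLbNOX (adjusted p = 0.00123), and that of oligomycin and LbNOX was -0.22 (adjusted p = 2.15e-11). In LbNOX cells antimycin still raised Ddit3 by a log2 fold change of 1.17 (SE 0.07, adjusted p = 1.47e-14, edgeR) and Gdf15 by 2.55 (SE 0.12, adjusted p = 3.16e-17, edgeR), while Atf4 fell by 0.51 on the log2 scale (SE 0.03, adjusted p = 7.49e-14, edgeR).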

Inhibition of complex III, like complex I, leads to an increased NADH/NAD^+^ ratio, and oxidizing the cytosol using *Lb*NOX similarly negated gene expression changes along PC1 during complex III inhibition (yellow; Figure 3F). However, it also triggered an orthogonal signature along PC2. 

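On PC2 the mean score of antimycin-treated LbNOX cells was 111 ± 4.11, against -18.4 ± 2.59 for LbNOX cells with DMSO (SD, n = 3 each). The exact permutation test of these 2 groups gave p = 0.1, adjusted p = 0.1, the smallest that 3 against 3 allow. No other sample of the 37 scored above 58.7 (exact permutation test of the 3 samples against the 34 others, two-sided, p = 0.000129, adjusted p = 0.00116). PC2 was computed from these same samples and the 34 others mix several conditions, so this p only restates that the 3 samples scored highest. Control cells with antimycin had a mean PC2 score of 7.61 ± 1.79 and mitoLbNOX cells with antimycin had 54.0 ± 5.04. Antimycin changed 5524 genes in LbNOX cells (2786 higher, 2738 lower, 1149 at least 2-fold).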

*Cis*-regulatory analysis of the 500 genes with the most positive PC2 weights highlighted p53 as a possible regulator of this signature (Materials and methods; Supplementary file 2). Indeed, canonical p53 effectors such as *Cdkn1a* and *Trp53inp1* were among the top 50 genes.

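The cis-regulatory analysis was not repeated here. Of 29 p53 effector genes listed before the data were examined, 28 passed the filter, and 8 of them were among the 500 genes with the most positive PC2 weights, where 1.17 would fall by chance (Fisher's exact test, two-sided, p = 1.29e-05). Their mean log2 fold change with antimycin was 0.92 in LbNOX cells (limma, adjusted p = 1.03e-15, 26 of 28 genes higher) and 0.42 in control cells (adjusted p = 0.0155, 17 higher), and the mean interaction of antimycin and LbNOX was 0.50 (adjusted p = 0.0238, 20 higher). With piericidin in LbNOX cells the mean was -0.12 (limma, adjusted p = 0.0145), and it ranged from -0.16 to -0.08 with one replicate left out, where the adjusted p reached 0.09.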

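Cdkn1a (ENSMUSG00000023067; chromosome 17, 29090976 to 29100727) ranked 231 and Trp53inp1 (ENSMUSG00000028211; chromosome 4, 11156431 to 11174379) ranked 121 of 11981 genes by PC2 weight, all genes being ranked without the paper's jackstraw threshold. Without scaling the genes, the choice that moved both ranks most, they ranked 73 and 19. With antimycin in LbNOX cells, Cdkn1a rose by a log2 fold change of 1.89 (SE 0.05, adjusted p = 6.04e-22, edgeR) and Trp53inp1 by 2.62 (SE 0.26, adjusted p = 1.11e-09, edgeR). In control cells antimycin raised Cdkn1a by 0.74 (SE 0.05, adjusted p = 1.77e-13, edgeR) and changed Trp53inp1 by -0.28 (SE 0.27, adjusted p = 0.361, edgeR). Piericidin in LbNOX cells changed Cdkn1a by -0.11 (SE 0.05, adjusted p = 0.219, edgeR). From the motifs and these genes, the paper proposes p53 as a regulator of the signature along PC2.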

Complex III dysfunction has been shown to activate p53 due to a pyrimidine deficiency that results from inability of dihydroorotate dehydrogenase (DHODH) to donate electrons to CoQ (Khutornenko et al., 2010). p53 activation downregulated *Atf4* in this setting and shut down ISR gene expression (Evstafieva et al., 2014). Given these observations, we compared the *Atf4* and *Trp53inp1* transcripts following antimycin treatment. As before, control cells activated the ISR but not p53 while *Lb*NOX cells activated a p53 response that inhibited *Atf4* (Figure 3H). p53 activation in *Lb*NOX cells was prevented by adding uridine to compensate for the pyrimidine deficiency, in which case ISR gene expression was not fully ablated. Thus, p53 activation following complex III inhibition was dependent on an oxidized cytosolic NADH/NAD^+^ ratio and required to fully ablate the ISR.

### Complex I inhibition in myoblasts activates the eIF2α kinase GCN2 due to an asparagine deficiency

We focused our mechanistic investigation on the functional consequence of complex I inhibition that triggered the ISR, as the response was most effectively blunted by oxidizing cytosolic NADH in this case. One possibility was that glycolysis was inhibited by elevated cytosolic NADH/NAD^+^, limiting the cells’ ability to defend their adenylate energy charge in the absence of OXPHOS. Using lactate secretion as a proxy for glycolytic flux, we found that *Lb*NOX did modestly stimulate glycolysis (Figure 4A, Figure 4—figure supplement 1A). However, this did not translate into an improved energy charge, and in fact, the opposite was true (Figure 4B, Figure 4—figure supplement 1B).

**Figure 4.**
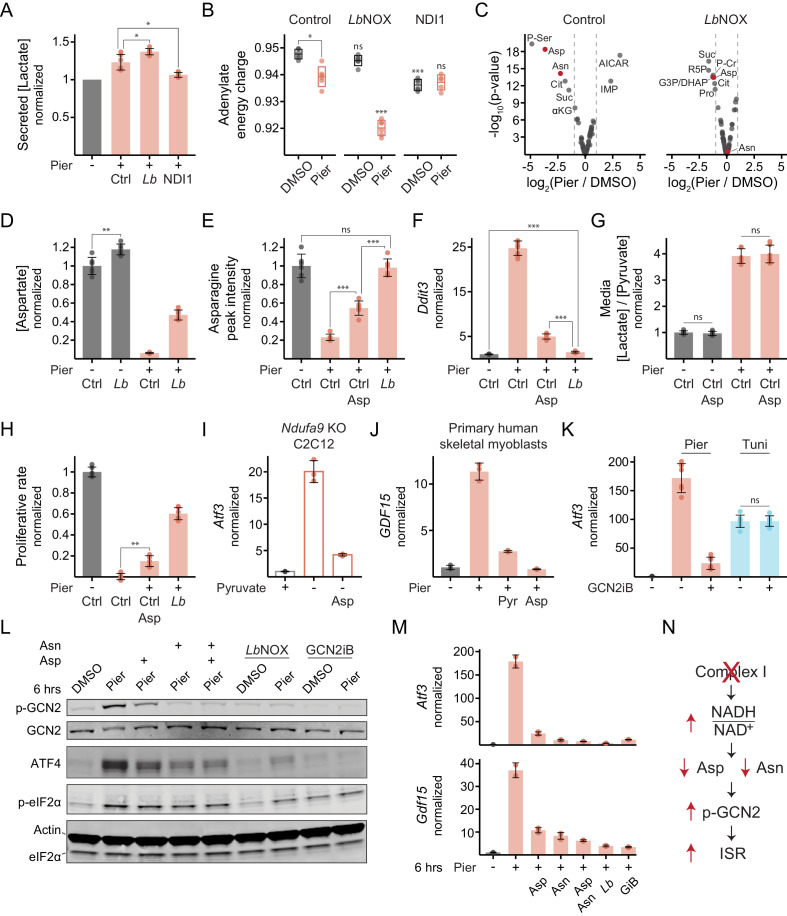
Complex I inhibition in myoblasts triggers the ISR through the kinase GCN2 due to an aspartate and asparagine deficiency. (**A**) Secreted [lactate] following 2 hr piericidin treatment in control (Ctrl), *Lb*NOX (*Lb*) or NDI1 cells. Data is normalized to DMSO (-) separately for each cell line. Mean ± SD, N = 6 from three experiments (same samples as in Figure 3D). Welch’s t-test (two-tailed) was used to compare control with *Lb*NOX and NDI1 cells, followed by Holm’s correction for multiple testing. (**B**) Adenylate energy charge following 1 hr piericidin treatment in control, *Lb*NOX or NDI1 cells. Mean ± SD, N = 5–6 from two experiments. The Games-Howell test was used to make all pairwise comparisons. Notations with no connecting lines relate to the equivalent treatment in control cells. (**C**) Fold-change (x-axis) and statistical significance (y-axis) of metabolite differential abundance following 1 hr piericidin treatment in extracts of control or *Lb*NOX cells. N = 3. P-Ser, phosphoserine; Asp, aspartate; Asn, asparagine; Cit, citrate; Suc, succinate; αKG, α-ketoglutarate; IMP, inosine monophosphate; AICAR, 5-aminoimidazole-4-carboxamide ribonucleotide; R5P, ribose 5-phosphate; G3P/DHAP, glyceraldehyde 3-phosphate and/or dihydroxyacetone phosphate; P-Cr, phosphocreatine; Pro, proline. Detailed results are provided in Figure 4—source data 1. (**D**) Intracellular [aspartate] following 1 hr piericidin treatment in control or *Lb*NOX cells. Data is normalized to DMSO in control cells. Mean ± SD, N = 6 from two experiments (includes samples shown in C). The Games-Howell test was used for all pairwise comparisons. (**E**) Peak intensity of intracellular asparagine following 1 hr piericidin treatment in control cells, with or without aspartate, and in *Lb*NOX cells. Data is normalized to DMSO in control cells. Mean ± SD, N = 6 from two experiments. The Games-Howell test was used for all pairwise comparisons. (**F**) qPCR of *Ddit3* following 10 hr piericidin treatment in control cells, with or without aspartate, and in *Lb*NOX cells. Data is presented as fold-change from DMSO in control cells. Mean ± SD, N = 8 from three experiments. The Games-Howell test was used to make all pairwise comparisons of ΔΔC_t_ values. (**G**) Media [lactate]/[pyruvate] following 2 hr piericidin treatment, with or without aspartate, in control cells. Data is normalized to DMSO without aspartate. Mean ± SD, N = 6 from three experiments. Welch’s t-test (two-tailed) was used to compare each treatment with and without aspartate, followed by Holm’s correction. (**H**) Proliferative rate (doublings in 24 hr) of control cells, with or without aspartate, and of *Lb*NOX cells following piericidin treatment. Data is normalized to DMSO in control cells. Mean ± SD, N = 5–6 from three experiments. The Games-Howell test was used for all pairwise comparisons. (**I**) qPCR of *Atf3* following 10 hr pyruvate withdrawal, with or without aspartate, in *Ndufa9*-KO C2C12 myoblasts. Data is presented as fold-change from the condition with pyruvate (+). Mean ± SD, N = 3. (**J**) qPCR of *GDF15* following 10 hr piericidin treatment, with or without pyruvate or aspartate, in primary human skeletal myoblasts. Data is presented as fold-change from DMSO. Mean ± SD, N = 3. (**K**) qPCR of *Atf3* following 10 hr piericidin or tunicamycin (Tuni) treatment, with or without GCN2iB, in control cells. Data is presented as fold-change from DMSO. Mean ± SD, N = 6-7. Welch’s t-test (two-tailed) was used to compare each treatment with and without GCN2iB, followed by Holm’s correction. (**L**) Western blot of (p-)GCN2, ATF4 and (p-)eIF2α following 6 hr piericidin treatment in the indicated conditions in *Lb*NOX cells. *Lb*NOX expression was induced only where indicated. (**M**) qPCR of *Atf3* and *Gdf15* in the same cells and conditions shown in L. Data is presented as fold-change from DMSO. Mean ± SD, N = 2–3. GiB, GCN2iB. (**N**) Model for ISR activation by complex I inhibition in myoblasts. ns, p>0.05; *, p<0.05; **, p<0.01; ***, p<0.001. Figure 4—source data 1.Metabolite profiling data.

**Figure 4—figure supplement 1.**
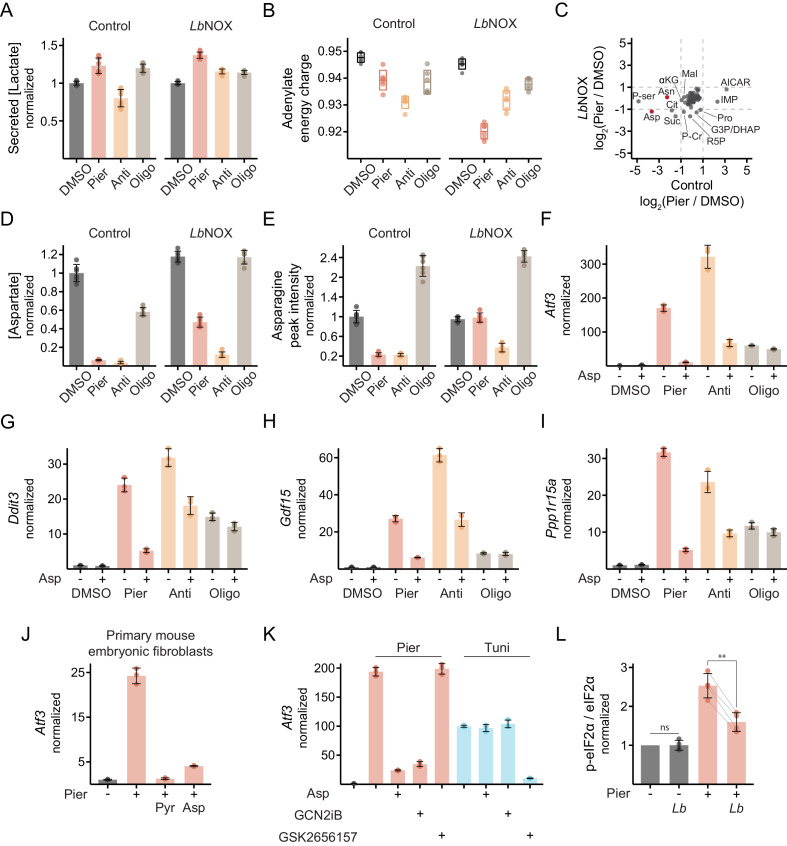
Additional data on metabolic consequences that trigger the ISR in myoblasts. (**A**) Secreted [lactate] following 2 hr inhibitor treatments in control or *Lb*NOX cells. Data is normalized to DMSO separately in each cell line. Mean ± SD, N = 6 from three experiments (expanded version of Figure 4A). (**B**) Adenylate energy charge following 1 hr treatments in control or *Lb*NOX cells. Mean ± SD, N = 5–6 from two experiments (expanded version of Figure 4B). (**C**) Scatter plot of intracellular metabolite fold-changes between piericidin and DMSO in control cells (x-axis) or *Lb*NOX cells (y-axis). N = 3 replicates (same data as in Figure 4C). (**D**) Intracellular [aspartate] following 1 hr treatments in control or *Lb*NOX cells. Mean ± SD, N = 6 from two experiments (expanded version of Figure 4D). (**E**) Peak intensity of intracellular asparagine following 1 hr treatments in control or *Lb*NOX cells. Mean ± SD, N = 6 from two experiments (expanded version of Figure 4E). (**F**)-(**I**) qPCR of ISR-related transcripts following 10 hr treatments, with or without aspartate, in control cells. Data is presented as fold-change from DMSO without aspartate. Mean ± SD, N = 3. *Ppp1r15a*, protein phosphatase 1 regulatory subunit 15A. (**J**) qPCR of *Atf3* following 10 hr piericidin treatment, with or without pyruvate or aspartate, in primary mouse embryonic fibroblasts. Data is presented as fold-change from DMSO (-). Mean ± SD, N = 3. (**K**) qPCR of *Atf3* following 10 hr piericidin or tunicamycin treatment, with or without aspartate, GCN2iB or the PERK inhibitor GSK2656157, in control cells. Data is presented as fold-change from DMSO. Mean ± SD, N = 3. (**L**) Ratio of p-eIF2α to total eIF2α, measured by western blot, following 6 hr piericidin treatment in *Lb*NOX cells. *Lb*NOX expression was induced only where indicated. Data is normalized separately in each blot to the DMSO-treated sample not expressing *Lb*NOX. Mean ± SD, N = 4 from four experiments. A one-sample t-test was used to examine whether the mean of DMSO-treated samples expressing *Lb*NOX differed from 1, and Welch’s t-test (two-tailed, paired by blot) was used to compare the piericidin-treated samples with and without *Lb*NOX expression. Holm’s correction was then applied. ns, p>0.05; **, p<0.01.

Another possibility was that elevated mitochondrial and cytosolic NADH/NAD^+^ depleted a critical nutrient, which then triggered the ISR. We performed intracellular metabolite profiling on control cells or *Lb*NOX cells acutely treated with piericidin (Figure 4C, Figure 4—figure supplement 1C). The amino acids aspartate and its derivative asparagine, alongside related TCA cycle intermediates, emerged among the top metabolites depleted by piericidin in a manner responsive to oxidizing the cytosol. This result is consistent with the contribution to aspartate synthesis of the mitochondrial and cytosolic NAD^+^-linked malate dehydrogenase (MDH) reactions that yield its precursor, oxaloacetate (Birsoy et al., 2015; Sullivan et al., 2015; Chen et al., 2016). Absolute quantification confirmed a ~ 16 fold drop in aspartate within 1 hr of piericidin treatment in control cells compared with only a 2.5-fold drop in *Lb*NOX cells (Figure 4D, Figure 4—figure supplement 1D).

Amino acid deficiency is a canonical ISR trigger through the eIF2α kinase GCN2, which is activated due to uncharged tRNA (Hinnebusch, 1984; Dever et al., 1992; Wek et al., 1995; Berlanga et al., 1999; Zhang et al., 2002; Castilho et al., 2014; Inglis et al., 2019; Harding et al., 2019). If amino acid deficiency triggers the ISR following complex I inhibition in myoblasts, then correcting the deficiency should abrogate the response. We began by adding aspartate since the magnitude of its depletion was greater and its addition also allows the cells to partially restore asparagine (Figure 4E, Figure 4—figure supplement 1E). Indeed, 10 mM aspartate significantly attenuated ISR activation upon complex I inhibition, though not to the same extent as *Lb*NOX (Figure 4F, Figure 4—figure supplement 1F–I). This concentration was required since most mammalian cells do not efficiently take up aspartate (Birsoy et al., 2015). Importantly, aspartate addition did not indirectly oxidize cytosolic NADH/NAD^+^ (Figure 4G) and was insufficient to appreciably restore cell proliferation (Figure 4H). Aspartate also attenuated ISR-related gene expression in C2C12 myoblasts engineered with a genetic defect in complex I (Vafai et al., 2016), where reductive stress was induced by pyruvate withdrawal (Figure 4I), as well as in piericidin-treated primary human myoblasts (Figure 4J) and primary mouse embryonic fibroblasts (Figure 4—figure supplement 1J).

To test whether ISR activation by complex I inhibition involved GCN2 activity, we used a recently described specific, small-molecule, ATP-competitive inhibitor of the kinase (GCN2iB) (Nakamura et al., 2018). Indeed, co-treatment with GCN2iB significantly suppressed ISR gene expression in response to complex I inhibition but had no effect on ISR activation in response to endoplasmic reticulum (ER) stress induced by tunicamycin (Figure 4K). The converse was true when we inhibited the ER-resident eIF2α kinase, PERK (Figure 4—figure supplement 1K; Harding et al., 1999; Axten et al., 2013).

Finally, we wished to examine how GCN2 sensed the amino acid deficiency. Using autophosphorylation at Threonine-898 as a readout of kinase activation (Romano et al., 1998), we observed that 6 hr of complex I inhibition resulted in marked GCN2 activation, which was partially attenuated by supplementing aspartate (Figure 4L). Strikingly, asparagine alone abrogated GCN2 activation with no discernible additive effect of aspartate, suggesting the drop in asparagine was the most proximal activating signal. As expected, *Lb*NOX expression, which enables synthesis of both amino acids during complex I inhibition, effectively prevented GCN2 activation, while GCN2iB suppressed autophosphorylation both at baseline and upon piericidin treatment.

The effects of the same interventions on eIF2α phosphorylation, the event downstream of GCN2 activation, were notably less pronounced, especially given the narrow dynamic range of this signal. We observed clear attenuation of eIF2α phosphorylation upon piericidin treatment in the case of *Lb*NOX expression, though the rescue was still incomplete (Figure 4L, Figure 4—figure supplement 1L). ATF4 protein levels largely tracked the degree of GCN2 activation (Figure 4L) and this was reflected at the level of transcriptional ISR targets at the same time-point (Figure 4M). GCN2iB completely prevented ATF4 protein accumulation despite some residual eIF2α phosphorylation (Figure 4L), suggesting GCN2 was required to attain the threshold phosphorylation level that elicits ATF4 translation. Collectively, these experiments indicate that in myoblasts, the rise in the NADH/NAD^+^ ratio is a major driver of ISR-related gene expression following complex I inhibition, as it limits biosynthesis of aspartate, depletes asparagine and activates GCN2 (Figure 4N).

### ATP synthase inhibition potently triggers the ISR in myotubes while ETC inhibition neither depletes asparagine nor activates the response

We next examined the effects of inhibitor treatments in myotubes. In contrast to myoblasts, myotubes only experienced significant gene expression changes upon ATP synthase inhibition (PC1; 50% of the variance) (Figure 5A; Supplementary file 1), driven once more by ISR activation (Figure 5B), whereas ETC inhibition had little effect. 

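The myotube samples used here were untransduced cells after 4 days in low-serum media, treated for 10 hr with DMSO, piericidin, antimycin, oligomycin, 0.5 µM BAM15 or combinations, some of them after pre-conditioning in 5% oxygen. The 27 samples of 9 conditions, with 3 replicates each, held between 6458295 and 13759512 counts, with a median of 10333086, and 12491 genes passed the filter on low counts. Transduced myotubes, carrying GFP (n = 2 per condition) or LbNOX (n = 3), formed a separate fit of 15 samples with 12397 genes. Post-mitotic cells, collected 1 day after the switch to low serum, gave 9 samples and 11827 genes.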

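In the PCA of the 12 myotube samples with DMSO, piericidin, antimycin and oligomycin, PC1 held 50.0% of the variance and PC2 held 12.6%. The 3 oligomycin samples had a mean PC1 score of 16.6 ± 2.33 (SD) and scored above the other 9 samples, whose highest score was 1.25 (exact permutation test, two-sided, p = 0.00455, adjusted p = 0.0164). Mean scores were -9.11 ± 0.164 with DMSO, -6.11 ± 0.712 with piericidin and -1.34 ± 2.36 with antimycin. Oligomycin changed 4164 genes (2117 higher, 2047 lower, 717 at least 2-fold), piericidin changed 1123 (519 higher, 604 lower, 88 at least 2-fold) and antimycin changed 1613 (830 higher, 783 lower, 131 at least 2-fold). The 3 DMSO samples all came from inner wells of the 96-well plate as read from the labels, and the oligomycin samples from 2 outer and 1 second-row wells. Of the 191 genes tested that differed at least 2-fold between outer and inner wells over all samples, 108 were called for oligomycin. Only 5 were called for antimycin and 1 for piericidin, so plate position bears mainly on the oligomycin count. Over the ATF4 and DDIT3 targets, 84 of which were tested, the mean log2 fold change was 0.44 with oligomycin (limma, adjusted p = 1.47e-16), 0.08 with antimycin (adjusted p = 0.00729) and 0.0039 with piericidin (adjusted p = 0.919). The piericidin mean changed sign with the size factors of DESeq2, to -0.0020, and without a filter on low counts, to -0.022. Ddit3 rose with oligomycin by a log2 fold change of 4.06 (SE 0.083, adjusted p = 1.72e-21, edgeR), with antimycin by 0.93 (SE 0.083, adjusted p = 1.62e-08, edgeR) and with piericidin by 0.36 (SE 0.088, adjusted p = 0.00887, edgeR).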

The shift in the pattern of ISR activation was already evident as soon as 24 hr after the switch to low serum, when cells are largely post-mitotic but far from differentiated (Figure 5—figure supplement 1A).

**Figure 5.**
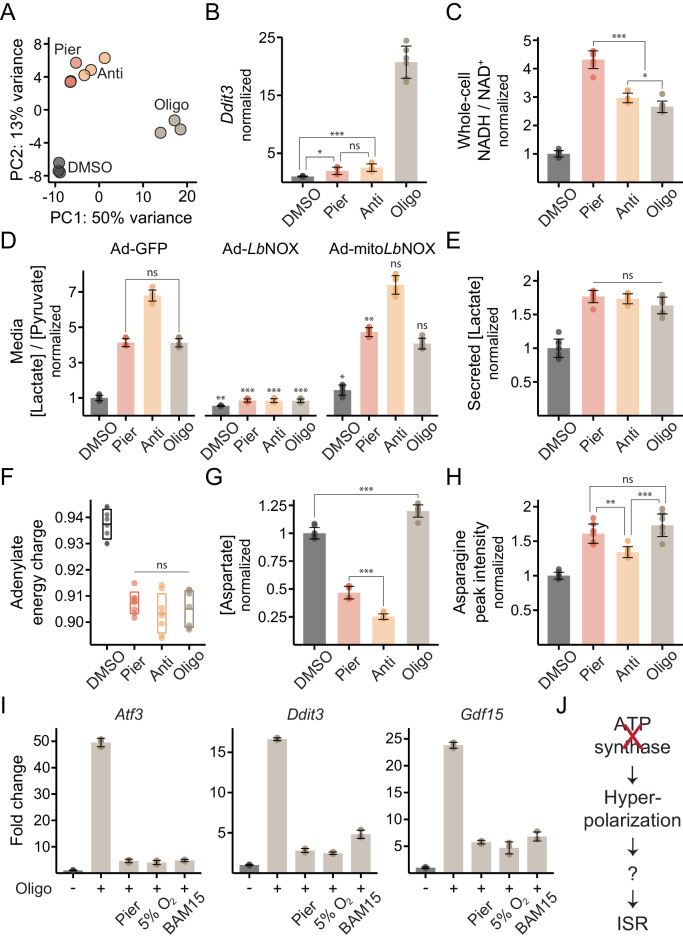
ATP synthase inhibition triggers the ISR in myotubes in a manner related to inner-membrane hyperpolarization. (**A**) PCA of gene expression levels derived from RNA-seq in myotubes treated with inhibitors for 10 hr. N = 3 (same samples as in Figure 1D). Detailed results are provided in Supplementary file 1. (**B**) qPCR of *Ddit3* following 10 hr treatments in myotubes. Data is presented as fold-change from DMSO. Mean ± SD, N = 6 from two experiments. The Games-Howell test was used for all pairwise comparisons of ΔΔC_t_ values. (**C**) NADH/NAD^+^ in myotube extracts following 1 hr treatments. Data is normalized to DMSO. Mean ± SD, N = 8 from two experiments. The Games-Howell test was used for all pairwise comparisons. (**D**) Media [lactate]/[pyruvate] following 2 hr treatments in myotubes expressing GFP, *Lb*NOX or mito*Lb*NOX using adenoviral transduction. Data is normalized to DMSO in GFP. Mean ± SD, N = 6 from three experiments. Welch’s t-test (two-tailed) was used to compare each pair of treatments within GFP cells, as well as each treatment in the other cells with its equivalent in GFP cells (significance notations with no connecting lines), followed by Holm’s correction for multiple testing. (**E**) Secreted [lactate] following 2 hr treatments in myotubes. Data is normalized to DMSO. Mean ± SD, N = 6 from three experiments (same samples as in D). (**F**) Adenylate energy charge following 1 hr treatments in myotubes. Mean ± SD, N = 7–8 from two experiments. The Games-Howell test was used for all pairwise comparisons. (**G**) Intracellular [aspartate] following 1 hr treatments in myotubes. Data is normalized to DMSO. Mean ± SD, N = 7–8 from two experiments. The Games-Howell test was used for all pairwise comparisons. (**H**) Peak intensity of intracellular asparagine following 1 hr treatments in myotubes. Data is normalized to DMSO. Mean ± SD, N = 8 from two experiments. The Games-Howell test was used for all pairwise comparisons. (**I**) Fold-change from DMSO derived from RNA-seq for *Atf3*, *Ddit3* and *Gdf15* in myotubes treated for 10 hr with oligomycin alone, or in combination with piericidin, BAM15 or 5% O_2_. Mean ± SD, N = 3. See also Supplementary file 1. (**J**) Model for ISR activation by ATP synthase inhibition in myotubes. ns, p>0.05; *, p<0.05; **, p<0.01; ***, p<0.001.

**Figure 5—figure supplement 1.**
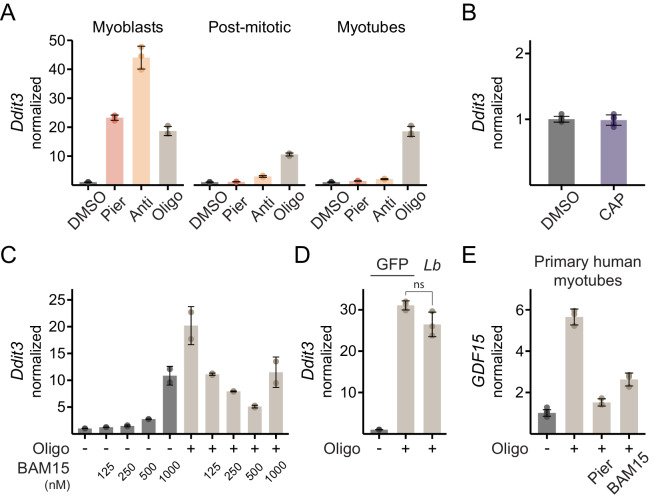
Additional data on ISR activation in myotubes. (**A**) qPCR of *Ddit3* following 10 hr inhibitor treatments in C2C12 myoblasts, post-mitotic cells and myotubes. Data is normalized to DMSO separately in each panel. Mean ± SD, N = 3 (myoblast samples are a subset of those previously shown in Figure 3E and myotube samples are a subset of those previously shown in Figure 5B). (**B**) qPCR of *Ddit3* in myotubes treated for 48 hr with chloramphenicol (CAP). Data is presented as fold-change from DMSO. Mean ± SD, N = 5–6. (**C**) qPCR of *Ddit3* in myotubes treated for 10 hr with DMSO or oligomycin in the presence of the indicated concentration of BAM15. Data is normalized to DMSO (-) with no BAM15. Mean ± SD, N = 2. (**D**) qPCR of *Ddit3* in myotubes expressing GFP or *Lb*NOX (*Lb*) and treated with oligomycin for 10 hr. Data is normalized to DMSO (-) in GFP. Mean ± SD, N = 3. Welch’s t-test (two-tailed) was used to compare oligomycin-treated samples expressing GFP and *Lb*NOX. ns, p>0.05. See also Supplementary file 1. (**E**) qPCR of *GDF15* in primary human myotubes treated for 10 hr with oligomycin alone, in combination with piericidin or in combination with BAM15. Data is presented as fold-change from DMSO. Mean ± SD, N = 3–6.

To interrogate why myotubes did not trigger the ISR upon ETC inhibition, we again measured compartment-specific NADH/NAD^+^. Myotubes did experience a significant increase in both the mitochondrial and the cytosolic ratio during ETC inhibition (Figure 5C,D). However, the ratios were not tightly linked, as in myoblasts. The severity of NADH imbalance across the inhibitors was discordant between the compartments and oxidizing mitochondrial NADH with mito*Lb*NOX failed to oxidize cytosolic NADH/NAD^+^. These results suggest myotubes did not rely on complex I to oxidize cytosolic reducing equivalents via the malate-aspartate shuttle. Rather, cytosolic NADH/NAD^+^ likely increased due to activation of glycolysis, evidenced by a ~ 75% rise in lactate secretion (Figure 5E), that was triggered by the drop in the energy charge regardless of the specific inhibitor used (Figure 5F). The glycerol-3-phosphate shuttle, which is uniquely sensitive to antimycin, remained operative (Figure 5D).

We next wondered how the altered metabolic state of myotubes impacted the fate of the amino acids aspartate and asparagine, whose depletion triggered the ISR in myoblasts. Despite elevated mitochondrial and cytosolic NADH/NAD^+^, complex I or complex III inhibition caused only a modest decrease (2-fold and 4-fold, respectively) in intracellular aspartate whereas ATP synthase inhibition even led to a slight accumulation (Figure 5G). None of the treatments depleted asparagine, which in fact accumulated (Figure 5H), possibly reflecting elevated cytosolic aspartate as asparagine synthesis occurs in the cytosol. The absence of asparagine deficiency likely explains why myotubes do not activate the ISR when complex I or complex III is inhibited. Myotubes also failed to trigger the ISR after mitochondrial protein synthesis was blocked for 48 hr (Figure 5—figure supplement 1B).

### ISR activation by ATP synthase inhibition in myotubes is related to mitochondrial inner-membrane hyperpolarization

We next explored why ATP synthase inhibition activates the ISR in myotubes. Inhibition of complex I, complex III or ATP synthase all acutely impair NADH oxidation and OXPHOS but their effects on mitochondrial membrane potential are distinct. Only ATP synthase inhibition is associated with inner-membrane hyperpolarization. To test whether this phenomenon was responsible for ISR activation, we treated myotubes with oligomycin in combination with piericidin, which prevents hyperpolarization by eliminating residual ETC activity and proton pumping. 

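With 0.5 µM piericidin added to oligomycin, 2607 genes differed from oligomycin alone (1057 higher, 1550 lower), and over the ATF4 and DDIT3 targets the mean log2 fold change was -0.34 (limma, adjusted p = 2.05e-18). Relative to DMSO, Atf3 rose 49.6 ± 1.36-fold with oligomycin and 4.6 ± 0.668-fold with oligomycin and piericidin (SD, n = 3 each), and Ddit3 rose 16.6 ± 0.130-fold and 2.8 ± 0.244-fold.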

We also treated with oligomycin after pre-conditioning in mild hypoxia (5% O_2_), which dampens residual ETC activity by shunting pyruvate flux away from the TCA cycle (Papandreou et al., 2006; Wheaton and Chandel, 2011; Semenza, 2011). Alternatively, we treated with oligomycin in combination with a mild dose of BAM15 to directly depolarize the inner-membrane (Kenwood et al., 2014). All three interventions significantly attenuated the ISR (Figure 5I, Figure 5—figure supplement 1C; Supplementary file 1), whereas *Lb*NOX expression did not (Figure 5—figure supplement 1D; Supplementary file 1), implicating hyperpolarization as the key factor in the signal relay (Figure 5J). 

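After pre-conditioning in 5% oxygen, oligomycin gave 4.02 ± 0.804-fold Atf3 and 2.47 ± 0.165-fold Ddit3 relative to DMSO without pre-conditioning (SD, n = 3), and 4156 genes differed from oligomycin alone. With 0.5 µM BAM15 added, Atf3 was 4.83 ± 0.405-fold and Ddit3 was 4.85 ± 0.491-fold of DMSO, and 3263 genes differed from oligomycin alone. Gdf15 rose 23.8 ± 0.480-fold with oligomycin alone, 5.78 ± 0.329-fold with piericidin added, 4.71 ± 1.13-fold after pre-conditioning and 6.87 ± 0.809-fold with BAM15 added. Over the ATF4 and DDIT3 targets the mean log2 fold change from oligomycin was -0.28 for 5% oxygen (limma, adjusted p = 4.97e-09) and -0.18 for BAM15 (adjusted p = 6.11e-06). These folds and differences include the effects of 5% oxygen or BAM15 alone, which changed 2758 and 3177 genes relative to DMSO. No interaction of either with oligomycin was tested. The Atf3 level with oligomycin and BAM15 was near that with BAM15 alone. In transduced myotubes, oligomycin changed 3217 genes in GFP cells and 3964 in LbNOX cells, and for the difference between the 2 responses 0 genes passed an adjusted p of 0.05 (525 had an unadjusted p under 0.05) in edgeR. The mean interaction over the targets was -0.07 (limma, adjusted p = 0.134). Ddit3 reached 4874 ± 110 normalized counts with oligomycin in GFP cells (SD, n = 2) and 4298 ± 82.1 in LbNOX cells (n = 3), and its interaction was 0.01 (SE 0.10, adjusted p = 0.999, edgeR). Without a filter on low counts 197 genes were called for the interaction, and DESeq2's Wald test called 1. From the attenuation by the interventions that lower the membrane potential, and the absence of it with LbNOX, the paper implicates hyperpolarization as the main factor in relaying the signal.

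**Figure D3:**
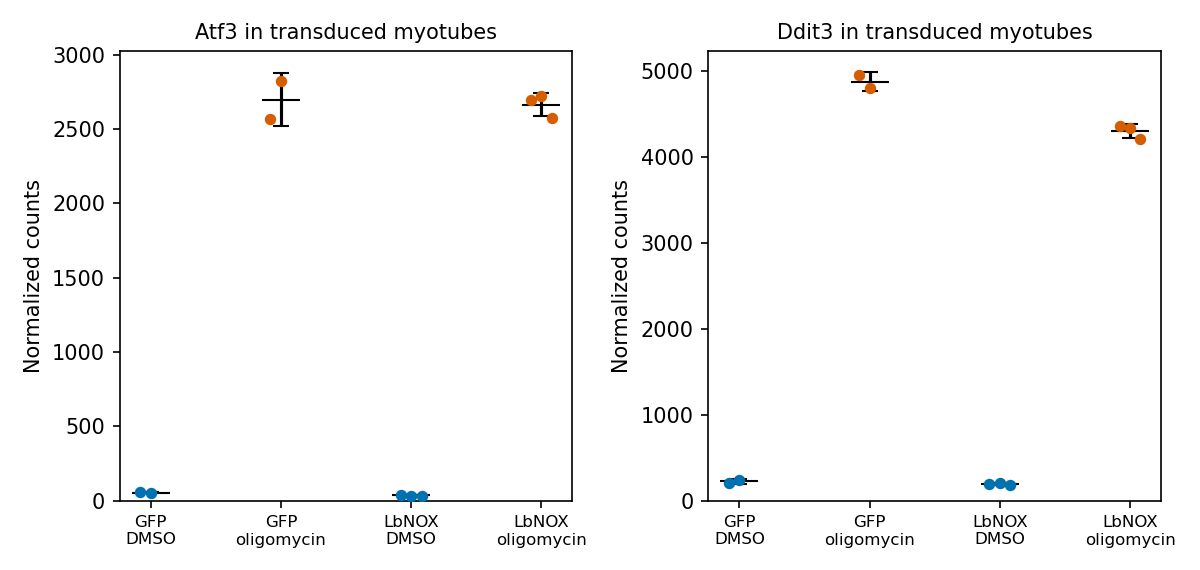
Normalized counts of Atf3 and Ddit3 in GFP and LbNOX myotubes with DMSO or oligomycin; points are replicates, horizontal marks the mean and error bars the SD. Atf3 had a mean of 2699 in GFP cells and 2664 in LbNOX cells with oligomycin.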

Similar results were obtained in primary human myotubes (Figure 5—figure supplement 1E). Intriguingly, a higher dose of BAM15 triggered the ISR on its own, suggesting perturbation to membrane potential in either direction was sensed (Figure 5—figure supplement 1C).

## Discussion

Several recent studies have reported activation of the integrated stress response (ISR) during mitochondrial dysfunction, however, tracing the underlying mechanisms has proved challenging. Here, we interrogated this response in two cell states, proliferating myoblasts and differentiated myotubes, by employing a battery of small-molecule inhibitors of mitochondria in combination with genetic and chemical tools for selectively buffering their effects. A chief result of this work is that there is no universal mechanism linking mitochondrial dysfunction to ISR activation but, rather, manifold paths that depend on the nature of the mitochondrial defect and on the metabolic state of the cell.

Our results in proliferating myoblasts mechanistically relate two recently recognized consequences of ETC dysfunction: a defect in aspartate biosynthesis and ISR activation. Aspartate is largely produced from TCA cycle-derived oxaloacetate (OAA) but elevated mitochondrial NADH/NAD^+^ blocks the oxidative TCA cycle when complex I is inhibited (Chen et al., 2016). OAA must then be obtained by other means, which in myoblasts depended on correcting the concomitant rise in cytosolic NADH/NAD^+^, thus tilting the MDH1 reaction toward OAA (Birsoy et al., 2015; Sullivan et al., 2015). Absent this, we found the aspartate deficiency triggered the ISR, at least initially due to depletion of its derivative asparagine that was sensed by the eIF2α kinase GCN2 (Figure 4C–M). The cytosolic aspartate and asparagine biosynthesis enzymes are both ISR targets (Fujita et al., 2007; Harding et al., 2003; Han et al., 2013), suggesting a homeostatic logic to the response.

Supplementation with asparagine alone, which cannot be converted to aspartate in most mammalian cells (Pavlova et al., 2018), was sufficient to abrogate GCN2 activation (Figure 4L). That GCN2 did not directly sense the profound aspartate depletion seems surprising. This result may be explained by the fact that while the K_M_ values for aspartate and asparagine of their respective cytosolic tRNA synthetases are similar (~15–30 μM) (Bour et al., 2009; Messmer et al., 2009; Andrulis et al., 1978), the cellular concentrations of these amino acids are orders of magnitude apart. Aspartate is estimated at ~5–10 mM whereas asparagine is much closer to the K_M_, at ~100–200 μM (Chen et al., 2016; Park et al., 2016). Thus, even a large fold-change drop in aspartate would not compromise its cognate tRNA charging but a smaller drop in asparagine would, activating GCN2. The K_M_ for aspartate of asparagine synthetase is much higher (~1 mM) (Horowitz and Meister, 1972; Ciustea et al., 2005), so aspartate deficiency readily depletes asparagine (Figure 4E). We conclude asparagine tRNA charging is a sensitive sensor of NADH reductive stress in proliferating cells.

We note that oxidizing cytosolic NADH/NAD^+^ using *Lb*NOX attenuated the ISR better than aspartate or asparagine (Figure 4F,L,M), suggesting eIF2α kinases may be attuned to additional consequences of reductive stress. Moreover, *Lb*NOX cells still showed residual ISR activation (Figure 4L, Figure 4—figure supplement 1L), likely due to reasons beyond reductive stress. However, our results suggest threshold and non-linear effects along the ISR pathway so that NADH reductive stress was the primary driver of ISR-related gene expression.

Surprisingly, we also found that NADH reductive stress was a key modulator of an interaction between the ISR and p53 during complex III inhibition in myoblasts. The pyrimidine deficiency resulting from an overly-reduced CoQ triggered p53 to shut down ISR gene expression only when cytosolic reductive stress was resolved (Figure 3G). It is likely that the break on DNA replication imposed by reductive stress prevented the pyrimidine deficiency from giving rise to DNA damage, so p53 was not activated. Alternatively, cytosolic NADH/NAD^+^ may regulate p53 itself, possibly via NAD(P)H:quinone oxidoreductase 1 (NQO1) (Khutornenko et al., 2010; Asher et al., 2001; Asher et al., 2002), which could have implications for cancer biology.

The mapping between mitochondrial perturbation and ISR activation changed in non-dividing cells (Figure 1D, Figure 5B, Figure 5—figure supplement 1A). The ISR was not triggered by ETC inhibition in myotubes (Figure 5B), in line with a much smaller drop in aspartate and no drop in asparagine (Figure 5G,H). This result could be explained by reduced demand for these amino acids for protein and nucleotide biosynthesis (Clissold and Cole, 1973; Krauter et al., 1979; Bowman, 1987; Larson et al., 1993; Zahradka et al., 1991; Frangini et al., 2013; Talvas et al., 2006), and by increased capacity for amino acid turnover or scavenging (Deval et al., 2008; Sadiq et al., 2007), in myotubes relative to myoblasts. Moreover, myoblasts relied on complex I to oxidize cytosolic reducing equivalents via the malate-aspartate shuttle whereas this was absent in myotubes (Figure 3D, Figure 5D), consistent with observations in skeletal muscle in vivo (Sahlin et al., 1987; MacDonald and Marshall, 2000; Alfadda et al., 2004). Myotubes did exhibit elevated cytosolic NADH/NAD^+^ upon complex I inhibition but this was likely due to activation of glycolysis (Figure 5E). Conversion of glucose to lactate is net redox neutral at steady-state but elevated NADH/NAD^+^ can emerge when flux through glyceraldehyde 3-phosphate dehydrogenase (GAPDH) acutely rises or through siphoning of intermediates between GAPDH and LDH (Noor et al., 2013; Shestov et al., 2014).

Myotubes activated the ISR upon ATP synthase inhibition (Figure 5B), independently of a drop in ATP (Figure 5F) or impaired NADH oxidation (Figure 5C,D). The response was attenuated by eliminating residual respiration or by mild depolarization (Figure 5I, Figure 5—figure supplement 1C,E), implicating membrane potential in the signal relay. In respiring cells, oligomycin typically hyperpolarizes the inner-membrane as it blocks a major consumer of the proton gradient (Brand and Nicholls, 2011). Eliminating residual respiration relieves hyperpolarization by preventing proton pumping while depolarization involves facilitated proton re-entry into the matrix. This result is reminiscent of another case we recently described where inhibition of complex I ameliorated proliferative and metabolic defects due to ATP synthase inhibition, in part by relieving hyperpolarization (To et al., 2019). The link to hyperpolarization may explain why this route to the ISR is more prominent in myotubes, which exhibit increased and tightly coupled OXPHOS, though it likely plays a role in oligomycin-treated myoblasts as well. We note that severe depolarization also triggered the ISR in myotubes (Figure 5—figure supplement 1C).

While this paper was in revision, Guo et al. and Fessler et al. reported that the eIF2α kinase HRI potently triggers the ISR in response to either ATP synthase inhibition or severe depolarization (Fessler et al., 2020; Guo et al., 2020), in agreement with a previous study in the latter case (Taniuchi et al., 2016). HRI activation depended on processing of the inner-membrane protein DELE1 by the inner-membrane protease OMA1 (Fessler et al., 2020; Guo et al., 2020). It is tempting to speculate this mechanism is operative in our system, as OMA1 has been shown to respond to both depolarization and hyperpolarization (Ehses et al., 2009; Baker et al., 2014; Zhang et al., 2014), consistent with our observation that perturbation of membrane potential in either direction triggers the response. How such opposite effects converge in terms of signaling is unclear but our results suggest the common denominator is not, as Fessler et al. proposed, the drop in ATP (Figure 5F,I, Figure 5—figure supplement 1C,E).

Our results exclude mitochondrial processes that do not seem to be involved in ISR activation. The response was not activated simply due to the effects of OXPHOS inhibition on energy metabolism, so long as glucose was available. Similarly, we did not observe contributions to ISR activation by metabolic consequences exclusively related to elevated intra-mitochondrial NADH/NAD^+^. And blockade of mtDNA-encoded protein synthesis did not appear to be directly monitored in either cell state (Figure 3G, Figure 5—figure supplement 1B). The advantage of our cellular system is that so many parameters can be carefully controlled, however, it has important limitations: (i) chemical ETC inhibition is an imperfect model for genetic defects, which may impact multiple complexes and act over longer time scales, and (ii) cell culture conditions represent an artificial nutrient milieu, do not model interactions with other cell types and do not subject the cells to physiological workloads.

Our study demonstrates that multiple paths connect mitochondrial dysfunction to the ISR, depending on the combination of the defect and the metabolic state of the cell. This framework may prove useful in explaining variability in ISR activation across cell types and stressors and in dissecting the logic of the ISR in mitochondrial disorders. There is controversy over whether the ISR is activated in vivo directly by mtDNA expression defects or by ETC/OXPHOS defects (Kühl et al., 2017; Dogan et al., 2014; Lehtonen et al., 2016). Our results help address it by defining mechanisms through which the latter trigger the response. We note pyruvate therapy, which serves to regenerate NAD^+^, was recently shown to decrease serum GDF15, a circulating marker of the ISR, in mitochondrial disease patients (Koga et al., 2019), providing rich in vivo support for our identification of NADH imbalance as a trigger of the ISR. Further study of ISR activation and its consequences in the context of mitochondrial dysfunction may help define ways to therapeutically modulate the response.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*Mus musculus*)	C2C12	ATCC	CRL-1772	
Cell line (*M. musculus*)	*Ndufa9*-knockout C2C12	PMID:27622560		
Cell line (*M. musculus*)	Primary mouse embryonic fibroblasts (MEF)	Lonza	M-FB-481	
Cell line (*Homo sapiens*)	Primary human skeletal myoblasts (HSkM)	Thermo Fisher Scientific	A11440	
Recombinant DNA reagent	Doxycycline-inducible luciferase (pLVX-TRE3G-Luc)	Takara Bio (formerly Clontech)	Sold as part of 631187	
Recombinant DNA reagent	Doxycycline-inducible *Lb*NOX	PMID:27124460		Available without inducible system on Addgene (#75285)
Recombinant DNA reagent	Doxycycline-inducible mito*Lb*NOX	PMID:27124460		Available without inducible system on Addgene (#74448)
Recombinant DNA reagent	Doxycycline-inducible *Saccharomyces cerevisiae* NDI1	PMID:27124460		
Other	Human adenovirus type5 expressing eGFP	Vector Biolabs	1060-HT	
Other	Human adenovirus type5 expressing eGFP and *Lb*NOX	Vector Biolabs (PMID:27124460)		
Other	Human adenovirus type5 expressing eGFP and mito*Lb*NOX	Vector Biolabs (PMID:27124460)		
Other	Dulbecco’s Modified Eagle’s Medium (DMEM), 4 mM *L*-Glutamine, no glucose, no sodium pyruvate	Thermo Fisher Scientific	11966–025	
Other	Dialyzed fetal bovine serum (dFBS)	Thermo Fisher Scientific	26400–044	
Other	Dialyzed horse serum	Valley Biomedical	AS3053-DI	
Other	Horse serum, New Zealand origin	Thermo Fisher Scientific	16050–130	
Chemical compound, drug	*D*-(+)-Glucose solution	Sigma	G8769	Working concentration 10 mM
Chemical compound, drug	Doxycycline hyclate	Sigma	D9891	300 ng/ml
Chemical compound, drug	Piericidin A	Santa Cruz	Sc-202287	0.5 μM
Chemical compound, drug	Antimycin A	Sigma	A8674	0.5 μM
Chemical compound, drug	Oligomycin A	Sigma	75351	1 μM
Chemical compound, drug	BAM15	TimTec	ST056388	0.5 μM (or as indicated)
Chemical compound, drug	Chloramphenicol	Sigma	C0378	20 μg/ml
Chemical compound, drug	Tunicamycin	Sigma	T7765	1 μg/ml
Chemical compound, drug	*L*-Aspartic acid	Sigma	A9256	10 mM
Chemical compound, drug	*L*-Asparagine monohydrate	Sigma	A8381	0.5 mM
Chemical compound, drug	Sodium pyruvate solution	Thermo Fisher Scientific	11360–070	1 mM
Chemical compound, drug	Uridine	Sigma	U3003	200 μM
Chemical compound, drug	GCN2iB	Acme Bioscience (PMID:30061420)		0.5 μM
Chemical compound, drug	GSK2656157	Cayman Chemical	17372	0.25 μM
Chemical compound, drug	Sodium *DL*-Lactate-3,3,3-d3	CDN Isotopes	D6556	
Chemical compound, drug	Sodium pyruvate-^13^C_3_	Sigma	490717	
Chemical compound, drug	Adenosine-^15^N_5_ 5′-Monophosphate	Sigma	900382	
Chemical compound, drug	Adenosine-^13^C_5_ 5’-Diphosphate	Toronto Research Chemicals	A281697	
Chemical compound, drug	Adenosine-^13^C_10_ 5′-Triphosphate	Sigma	710695	
Chemical compound, drug	*L*-Aspartic acid-1,4-^13^C_2_	Cambridge Isotope Laboratories	CLM-4455	
Chemical compound, drug	Formic acid, LC/MS grade	Thermo Fisher Scientific	A117-50	
Chemical compound, drug	Ammonium hydrogen carbonate, LC/MS grade	Sigma	5.33005	
Commercial assay or kit	TaqMan gene expression master mix	Thermo Fisher Scientific	4369514	
Commercial assay or kit	*Ubr3* mouse TaqMan probe	Thermo Fisher Scientific	Mm01328979_m1	
Commercial assay or kit	*Atf3* mouse TaqMan probe	Thermo Fisher Scientific	Mm00476033_m1	
Commercial assay or kit	*Ddit3* mouse TaqMan probe	Thermo Fisher Scientific	Mm01135937_g1	
Commercial assay or kit	*Atf4* mouse TaqMan probe	Thermo Fisher Scientific	Mm00515325_g1	
Commercial assay or kit	*Gdf15* mouse TaqMan probe	Thermo Fisher Scientific	Mm00442228_m1	
Commercial assay or kit	*Ppp1r15a* mouse TaqMan probe	Thermo Fisher Scientific	Mm01205601_g1	
Commercial assay or kit	*Trp53inp1* mouse TaqMan probe	Thermo Fisher Scientific	Mm00458142_g1	
Commercial assay or kit	*TBP* human TaqMan probe	Thermo Fisher Scientific	Hs00427620_m1	
Commercial assay or kit	*GDF15* human TaqMan probe	Thermo Fisher Scientific	Hs00171132_m1	
Antibody	GCN2 (rabbit, polyclonal)	Cell Signaling Technology	3302	1:500 dilution
Antibody	Phospho-GCN2 (Thr899) (rabbit, monoclonal)	Abcam	ab75836	1:500 dilution
Antibody	ATF4 (rabbit, monoclonal)	Cell Signaling Technology	11815	1:500 dilution
Antibody	eIF2α (mouse, monoclonal)	Cell Signaling Technology	2103	1:500 dilution
Antibody	Phospho-eIF2α (Ser51) (rabbit, monoclonal)	Cell Signaling Technology	3597	1:500 dilution
Antibody	Actin (mouse, monoclonal)	Sigma	A4700	1:3000 dilution

### Cell culture

C2C12 cells were obtained from ATCC (CRL-1772) and cell identity was authenticated by successful differentiation into myotubes and by RNA sequencing. The cells were used as-is for differentiation and were also infected with lentiviruses to generate stable cell lines expressing luciferase (control), *Lb*NOX, mito*Lb*NOX or NDI1 under a doxycycline-inducible promoter (TRE3G; Clontech, CA), as previously described (Titov et al., 2016). *Ndufa9*-knockout C2C12 cells were previously generated using CRISPR/Cas9 (Vafai et al., 2016). Primary mouse embryonic fibroblasts were obtained from Lonza (Morristown, NJ; M-FB-481) and primary human skeletal myoblasts from Thermo Fisher Scientific (San Jose, CA; A11440). Cells were kept in a 37C, 5% CO_2_ incubator, except where otherwise indicated. Periodic testing for *Mycoplasma* was performed and was negative.

All cells were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM). The base media formulation (Thermo Fisher Scientific; 11966–025) lacked glucose and sodium pyruvate and contained 4 mM *L*-Glutamine. Glucose (Sigma, St. Louis, MO; G8769) was always supplemented to a concentration of 10 mM.

Doxycycline-inducible myoblasts were cultured in media supplemented to 10% dialyzed fetal bovine serum (dFBS) (Thermo Fisher Scientific; 26400–044). Up until cells were seeded for experiments, the media also contained 1 μg/ml puromycin (Thermo Fisher Scientific; A11138-03) and 0.5 mg/ml geneticin (Thermo Fisher Scientific; 10131–035) to maintain selection of expression vectors. *Ndufa9*-knockout C2C12 myoblasts, primary mouse embryonic fibroblasts, and primary human myoblasts not intended for differentiation were also cultured in media supplemented to 10% dFBS. For the *Ndufa9*-knockout cells, the standard culture media contained 1 mM sodium pyruvate (Thermo Fisher Scientific; 11360–070).

C2C12 myoblasts intended for differentiation were grown in media supplemented to 20% dFBS and kept sparse until seeded for experiments. When seeded cells had grown to confluence, they were switched to media supplemented to 2% dialyzed horse serum (Valley Biomedical, Winchester, VA; AS3053-DI) to induce differentiation. Human myoblasts intended for differentiation were seeded immediately after thaw directly at a confluent density in media supplemented to 2% horse serum, New Zealand origin (Thermo Fisher Scientific; 16050–130).

### Cell treatments for RNA isolation

Doxycycline-inducible C2C12 myoblasts were seeded for most treatments at 20,000 cells per well in 24-well plates with 0.5 ml/well of media without selection antibiotics. Only 2,000 cells per well were seeded for chloramphenicol treatment. Approximately 3 hr after initial seeding, an additional 0.5 ml/well of media supplemented with doxycycline (Sigma; D9891; dissolved in water) was dispensed to induce protein expression, such that the final concentration was 300 ng/ml.

24 hr after doxycycline addition, inhibitor treatments were started with complete replacement of the media to a final volume of 1 ml/well (still containing 300 ng/ml doxycycline). Piericidin A (Santa Cruz Biotechnology, Santa Cruz, CA; sc-202287) was used at 0.5 μM, Antimycin A (Sigma; A8674) at 0.5 μM, Oligomycin A (Sigma; 75351) at 1 μM, Tunicamycin (Sigma; T7765) at 1 μg/ml, Chloramphenicol (Sigma; C0378) at 20 μg/ml. All small-molecule inhibitors were dissolved in dimethyl sulfoxide (DMSO) (Sigma; D2650). Final DMSO concentrations did not exceed 1:1000.

When nutrients were supplemented during inhibitor treatments, they were introduced with the media at the start of treatment. *L*-Aspartic acid (Sigma; A9256) was supplemented to a concentration of 10 mM. Media supplemented with aspartate was titrated back to pH 7.4 with NaOH. *L*-Asparagine monohydrate (Sigma; A8381) was supplemented to a concentration of 0.5 mM. Uridine (Sigma; U3003) was supplemented to a concentration of 200 μM.

When eIF2α kinase inhibitors were used, they were introduced with the media at the start of treatment. The GCN2 inhibitor GCN2iB was custom synthesized (Acme Bioscience, Palo Alto, CA) based on the published recipe (Nakamura et al., 2018) and used at 0.5 μM. The PERK inhibitor GSK2656157 (Cayman Chemical, Ann Arbor, MI; 17372) was used at 0.25 μM. eIF2α kinase inhibitors were also dissolved in DMSO.

Primary mouse embryonic fibroblasts were seeded for treatments at 15,000 cells per well in 24-well plates with 1 ml/well of media, and primary human myoblasts (not intended for differentiation) were seeded at 30,000 cells per well in 12-well plates with 2 ml/well of media. Treatments were started 24 hr later with complete replacement of the media. Inhibitor and aspartate concentrations were as described above. Sodium pyruvate was supplemented to a concentration of 1 mM.

*Ndufa9*-knockout myoblasts were seeded at 20,000 cells per well in 24-well plates with 1 ml/well of media. 24 hr later, reductive stress was induced by replacing the culture media with media lacking sodium pyruvate. The aspartate concentration was as described above.

C2C12 myoblasts intended for differentiation were seeded at 50,000 cells per well in 24-well plates with 1 ml/well of media. Cells became fully confluent ~48 hr after seeding and were then switched to low-serum media. The media was fully replenished 48 hr after the switch to low-serum. If protein expression was required, the cells were transduced at this time with adenovirus expressing eGFP alone (Vector Biolabs, Malvern, PA; 1060-HT; 0.05 μl/well of ~5E12 VP/ml), or eGFP in combination with *Lb*NOX (0.125 μl/well of ~2E12 VP/ml) or with mito*Lb*NOX (0.05 μl/well of ~2E12 VP/ml). Adenovirus production was previously described (Titov et al., 2016). The media was fully replenished every 24 hr thereafter. After a total of 4 days in low-serum, differentiated myotubes were treated with mitochondrial inhibitors as described above. BAM15 (TimTec, Tampa, FL; ST056388) was used at 0.5 μM, except where otherwise indicated. For hypoxic pre-conditioning, myotubes were placed in a 37C, 5% O_2_, 5% CO_2_ incubator the night prior to the start of treatment and during treatment.

Human myoblasts intended for differentiation were seeded directly at a confluent density of 250,000 cells per well in 24-well plates with 1 ml/well of low-serum media. The media was fully replenished 48 hr later and every 24 hr thereafter. After a total of 4 days, inhibitor treatments were started with complete replacement of the media. Inhibitor concentrations were as above.

Treatments intended for RNA isolation lasted 10 hr, except where otherwise indicated. At the end of the treatment, cells were lysed in 150 μl/well buffer RLT from the RNeasy kit (Qiagen, Germantown, MD; 74106). The lysates were immediately frozen at −80C until RNA isolation. RNA isolation was performed using the RNeasy kit or RNeasy96 kit (Qiagen; 74181) following the manufacturer’s protocol.

### RNA sequencing and data analysis

The integrity of RNA intended for sequencing was assayed using Agilent Bioanalyzer 2100 or Advanced Analytical Fragment Analyzer. All tested RNA samples yielded optimal (10) or near optimal (>9) RIN/RQN values. 50 ng RNA per sample were submitted for preparation of sequencing libraries at the Broad Technology Labs based on the Smart-seq2 method (Picelli et al., 2014). The protocol included selection for polyadenylated RNA and was not strand-specific. Libraries were sequenced on two flow-cells of an Illumina NextSeq 500 instrument, generating 2 × 37 bp paired-end reads. Demultiplexed sequencing data has been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession GSE132234.

Sequencing reads were pseudo-aligned using kallisto (Bray et al., 2016) (v. 0.44, with bias correction) to an index consisting of the mouse transcriptome (ENSEMBL v. 93; GRCm38.p6) and the sequences of the transgenes luciferase, *Lb*NOX, NDI1 and eGFP (previously reported Titov et al., 2016). Estimated counts were aggregated across the two flow-cells and summarized to the gene level in R using the tximport package (Soneson et al., 2015). Raw (un-normalized) gene level counts for all samples are available through the GEO record. Counts were then processed further in R using the DESeq2 package (Love et al., 2014). Gene fold-changes derived from RNA-seq were calculated after normalization for sequencing depth, as implemented in DESeq2.

Within a given subset of experimental conditions analyzed together, a gene was retained if there was at least one condition for which each replicate sample had at least 16 pre-normalization counts associated with the gene. Principal components analysis (PCA) was performed on the gene count data after regularized log2 transformation, as implemented in DESeq2, and mean centering. For the PCA visualization of all doxycycline-inducible myoblasts (Figure 3F) the data was also scaled. The jackstraw method (Chung and Storey, 2015) (10,000 resampling iterations, 10% of variables permuted in each iteration) was used to assign statistical significance for the association of each gene with each of the top principal components. Differential expression analyses based on GLM regression were performed in DESeq2. The design formulas and results are reported in Supplementary file 1. P-values are derived from the Wald test and were adjusted within each analysis with the method of Benjamini and Hochberg. Log2 fold-changes were shrunk using the apeglm shrinkage estimator (Zhu et al., 2019), as implemented in DESeq2.

*Cis*-regulatory analysis was performed with iRegulon (Janky et al., 2014) (v. 1.3) in Cytoscape (v. 3.7). For control myoblasts (Figure 2B), the input was the 500 genes with the most positive PC1 weights among genes with a PC1 jackstraw p-value<0.01, or, separately, the 500 genes with the most negative weights. For all doxycycline-inducible myoblasts (Figure 3F), the input was the 500 genes with the most positive PC2 weights among genes with a PC2 jackstraw p-value<0.0001. For enrichment of transcription factor binding motifs, the mouse gene list was used as-is. For enrichment of ChIP-seq binding peaks, the genes were first converted to the equivalent human genes, as this feature is not available directly for mouse. In all cases, the regulatory regions interrogated comprised 500 bp upstream of the transcription start site, as annotated in iRegulon. The seven species option was used in the rankings of transcription factor targets. The ROC threshold for AUC calculation was set at 1%.

Gene set enrichment analysis (GSEA) (Subramanian et al., 2005) was performed for REACTOME (Croft et al., 2014) pathways with a minimal size of 15 genes and a maximal size of 1000 genes. The input consisted of all genes with a PC1 jackstraw p-value<0.01 and pre-ranked by their PC1 weights. The gene list was converted to the equivalent human genes since REACTOME pathways are defined for human genes. GSEA was run using the fgseaMultilevel function in the R package fgsea (Sergushichev, 2016). The output was subset to pathways with a Benjamini-Hochberg corrected p-value<0.05. The overlap in leading edge genes between each pair of pathways was calculated and the overlap matrix was hierarchically clustered based on Euclidean distance with complete linkage. The clustering guided manual selection of minimally redundant, representative gene sets to include in the visualization (Figure 2C).

### qPCR

Isolated RNA was annealed to random primers (Thermo Fisher Scientific; 48190–011) for 5 min at 70C, then reverse transcribed for 1 hr at 37C using M-MLV reverse transcriptase (Promega, Madison, WI; M1705) in the presence of RNase inhibitor (Thermo Fisher Scientific; 10777–019). The resulting cDNA was subjected to qPCR using TaqMan gene expression master mix (Thermo Fisher Scientific; 4369514) and TaqMan gene expression probes (see Key Resources Table for details) on a CFX96 instrument (Bio-Rad, Hercules, CA). Raw amplification cycle data was produced by the accompanying analysis software using default parameters. Cycle differences between tested conditions and the baseline condition were normalized against the reference gene *Ubr3* (for mouse samples) or *TBP* (for human samples), yielding ΔΔC_t_. Fold-changes were calculated as 2^-ΔΔCt^, but statistical testing was performed on the underlying ΔΔC_t_ values.

### [Lactate] and [pyruvate] in spent media

Cells were cultured and treated in the same way as for RNA isolation, except the final treatment media volume for myoblasts was 0.5 ml/well. 100 μl of the media in each well was collected 2 hr after the start of treatment and immediately frozen at −80C.

30 μl of the spent media was extracted by adding 117 μl acetonitrile and 20 μl water containing 1 mM Sodium *DL*-Lactate-3,3,3-d3 (CDN Isotopes, Pointe-Claire, Quebec, Canada; D6556) and 50 μM Sodium pyruvate-^13^C_3_ (Sigma; 490717). The samples were vortexed and left on ice for 10 min before being centrifuged at 21.1 k x g for 10 min. Finally, 100 μl of the supernatant was transferred to a glass vial and 10 μl was subjected to LC/MS analysis.

Media samples were separated using an Xbridge amide column (2.1 × 100 mm, 2.5 μm particle size) (Waters, Milford, MA), with mobile phase A: 5% acetonitrile, 20 mM ammonium acetate, 0.25% ammonium hydroxide, pH 9.0 and mobile phase B: 100% acetonitrile. The separation gradient was as follows: 85% B for 0.5 min, ramp to 35% B for 8.5 min, ramp to 2% B for 1 min, hold for 1 min, ramp to 85% B for 1.5 min, hold for 4.5 min. The flow rate was 220 μl/min for the first 14.6 min, then increased to 420 μl/min for the last 3.4 min. Mass spectrometry analysis was performed on a QExactive Plus instrument (Thermo Fisher Scientific) with polarity switching mode at 70,000 resolving power (at 200 m/z), a scan range of 70–1,000 m/z and an AGC target of 3E6.

Absolute concentrations for lactate and pyruvate were obtained based on a standard curve and used to report media [lactate]/[pyruvate] ratios and secreted [lactate]. For myoblasts, secreted [lactate] values were adjusted within each (transgene X treatment) combination based on the median [pyruvate] value, to account for variation in cell number.

### Cell extract metabolite profiling

Doxycycline-inducible myoblasts were seeded at 200,000 cells per dish in 6 cm dishes with 4 ml/dish of media without selection antibiotics. Approximately 3 hr later, 2 ml/dish were removed and replaced with 2 ml/dish of media containing doxycycline (final concentration 300 ng/ml). 24 hr after doxycycline addition, the media was fully replaced with 3 ml/dish fresh media (including doxycycline). 2 hr after the media replenishment, 1.5 ml/dish was removed and replaced with 1.5 ml/dish of media containing inhibitors at 2x the final concentrations, which were the same as described for RNA isolation.

Beginning at 1 hr after the start of treatments, dishes were individually removed from the incubator, placed on ice, the media was aspirated, cells were washed in 1 ml/dish ice-cold PBS and this was aspirated. Finally, 800 μl/dish metabolite extraction buffer was introduced, which consisted of 40% methanol:40% acetonitrile:20% water + 0.1M formic acid (Thermo Fisher Scientific; A117-50) to rapidly quench metabolism (Lu et al., 2017). The extraction buffer included 0.5 μM Adenosine-^15^N_5_ 5′-Monophosphate (Sigma; 900382), 1 μM Adenosine-^13^C_5_ 5’-Diphosphate (Toronto Research Chemicals, North York, Ontario, Canada; A281697), 5 μM Adenosine-^13^C_10_ 5′-Triphosphate (Sigma; 710695) and 2.5 μM *L*-Aspartic acid-1,4-^13^C_2_ (Cambridge Isotope Laboratories, Tewksbury, MA; CLM-4455). The cells were thoroughly scraped, the lysate was transferred to a fresh tube, vortexed briefly and placed on ice. 2 min later, 70 μl of 15% w/v ammonium bicarbonate (Sigma; 5.33005) was pipetted into the tube to neutralize the pH, the tube was vortexed and placed at −20C until all extractions were completed. Then, all the tubes were spun at 4C at a speed of 21.1 k x g for 10 min to pellet cellular debris. 100 μl of the supernatant was transferred into a glass vial and 10 μl was immediately subjected to LC/MS analysis.

For myotubes, 200,000 cells were seeded per dish in 35 mm dishes with 3 ml/dish of media. The cells were differentiated for 4 days in low-serum media upon becoming confluent. Treatments were started as described for myoblasts. Metabolite extraction was performed as described for myoblasts except 500 μl/dish extraction buffer was used; the extraction buffer contained 1 μM labeled AMP, 5 μM labeled ADP, 25 μM labeled ATP and 10 μM labeled *L*-Aspartic acid; and 44 μl ammonium bicarbonate was used to neutralize the pH.

Extracted samples were separated using a ZIC pHILIC column (2.1 × 150 mm, 5 μm particle size) (EMD Millipore, Burlington, MA), with mobile phase A: 20 mM ammonium bicarbonate, and mobile phase B: 100% acetonitrile. The gradient began at 80% B, held for 0.5 min, ramped to 20% B for 20 min, held for 0.8 min, ramped to 80% B for 0.2 min, then held for 8.5 min. The flow rate was 150 μl/minute.

Progenesis QI software (Waters) was used to perform peak picking, peak alignment across samples, deconvolution of adduct peaks, peak intensity integration and intensity normalization across samples. An in-house metabolite retention time library of reference standards was used to identify the peaks based on accurate mass within a two ppm tolerance window and retention time within a 0.25 min tolerance window. Metabolite differential abundance analysis upon inhibitor treatment was performed on log2-transformed intensities using the R package limma. P-values are based on a moderated t-statistic.

The whole-cell NADH/NAD^+^ ratio was calculated based on peak intensities. Absolute concentrations for AMP, ADP, ATP and aspartate were obtained based on a standard curve. The adenylate energy charge was calculated as: $\frac{\left[ATP\right]+\frac{1}{2}\left[ADP\right]}{\left[ATP\right]+\left[ADP\right]+\left[AMP\right]}$. 

### Oxygen consumption rate (OCR) measurements

Doxycycline-inducible myoblasts were seeded at 15,000 cells per well in Seahorse 24-well cell culture microplates with 0.5 ml/well of media without selection antibiotics. 24 hr later, the media was replenished including doxycycline at a final concentration of 300 ng/ml. 24 hr after doxycycline addition, the media was replaced with 0.5 ml/well of the same media formulation except containing 25 mM HEPES-KOH instead of sodium bicarbonate. The cells were placed for 1 hr into a non-CO_2_ controlled 37C incubator and then transferred to the XF24 Extracellular Flux Analyzer for OCR measurement. Each measurement was performed over 4 min after a 2 min mix and a 2 min wait. Inhibitors were introduced into the wells from the XF24 ports in 50 μl of media to the same final concentrations as described above for RNA isolation.

For myotube OCR measurement, myoblasts were seeded at 25,000 cells per well, became confluent within 24 hr and differentiated in low-serum media for 4 days. The rest of the protocol was as described above except the media volume in each well during the assay was 1 ml.

### Western blotting

Doxycycline-inducible *Lb*NOX cells were seeded at 200,000 cells per dish in 6 cm dishes with 4 ml/dish of media without selection antibiotics. Approximately 3 hr later, 2 ml/dish were removed and replaced with 2 ml/dish of fresh media supplemented with either water, to avoid *Lb*NOX expression, or doxycycline at a final concentration of 300 ng/ml, to induce expression. Inhibitor treatments were started 24 hr after water or doxycycline addition with complete replacement of the media (still including 300 ng/ml doxycycline where needed).

After 6 hr of treatment, each dish was individually removed from the incubator and handled as follows: the media in the dish was aspirated, the dish was briefly washed with 2 ml of ice-cold PBS and this was aspirated, 100 μl ice-cold 1X Laemmli SDS-sample buffer (Boston BioProducts, Ashland, MA; BP-111R) supplemented with protease/phosphatase inhibitor cocktail (Cell Signaling Technology, Danvers, MA; 5872S) was introduced, the dish was thoroughly scraped and the lysate was transferred into a tube and placed on ice. Because sample buffer is incompatible with standard assays for protein concentration, each experiment also included two spare, untreated dishes that were set up identically but lysed in 100 μl RIPA buffer (Boston BioProducts; BP-115) supplemented with protease/phosphatase inhibitor cocktail and nuclease (Thermo Fisher Scientific; 88701). When all samples were collected, the tubes were vortexed, sample buffer lysates were boiled for 5 min at 95C and then all samples were frozen at −80C.

When lysates were thawed, protein concentration was determined in the RIPA lysates using the DC protein assay kit (Bio-Rad; 5000112). Volumes of sample buffer lysates corresponding to 30 μg of protein were boiled for 5 min at 95C, resolved on 4–12% Tris-Glycine mini gels (Thermo Fisher Scientific; XP04120BOX) and transferred to nitrocellulose membranes (Bio-Rad; 1704159) using a 2 hr wet transfer. Membranes were blocked for 30 min with Intercept TBS blocking buffer (LI-COR Biosciences, Lincoln, NE; 927–60001).

To probe the complete ISR pathway on the same membrane, as in Figure 4L, the membrane was first probed overnight at 4C with an anti-GCN2 antibody (rabbit, polyclonal; Cell Signaling Technology; 3302) at a dilution of 1:500 in Intercept T20 TBS antibody diluent (LI-COR Biosciences; 927–65001). The following day, the membrane was washed three times with TBST for 5 min each and then incubated for 1 hr at room temperature (RT) with IRDye 800CW goat anti-rabbit IgG secondary antibody (LI-COR Biosciences; 926–32211) at a dilution of 1:10,000 in the antibody diluent. The membrane was again washed 3 times for 5 min each and then scanned for infrared signal on the Odyssey imaging system (LI-COR Biosciences). The membrane was then incubated for 15 min at RT with Restore western blot stripping buffer (Thermo Fisher Scientific; 21059), blocked for 30 min and probed overnight at 4C with an anti-Phospho-GCN2 (Thr899) antibody (rabbit, monoclonal; Abcam; ab75836) at a dilution of 1:500. The following day, the membrane was washed, incubated with anti-rabbit secondary antibody and imaged. After this, the membrane was probed for 2 hr at RT with an anti-ATF4 antibody (rabbit, monoclonal; Cell Signaling Technology; 11815) at a dilution of 1:500 along with an anti-Actin antibody (mouse, monoclonal; Sigma; A4700) at a dilution of 1:3000. The membrane was then washed, incubated with both the anti-rabbit secondary antibody and an IRDye 680RD goat anti-mouse IgG secondary antibody (LI-COR Biosciences; 926–68070) at a dilution of 1:10,000 and imaged. The membrane was then probed overnight at 4C with an anti-phospho-eIF2α (Ser51) antibody (rabbit, monoclonal; Cell Signaling Technology; 3597) at a dilution of 1:500. The next day, the membrane was washed, incubated with anti-rabbit secondary antibody and imaged. Finally, the membrane was probed for 2 hr at RT with an anti-eIF2α antibody (mouse, monoclonal; Cell Signaling Technology; 2103) at a dilution of 1:500, washed, incubated with anti-mouse secondary antibody and imaged. Thus, the exact same bands were probed for both total- and phospho-eIF2α, and the corresponding signals obtained at separate wavelengths. Note, when GCN2 was not examined, as in Figure 2B, the procedure began directly with probing for ATF4 and Actin. Band intensities were quantified using Image Studio Lite (LI-COR Biosciences).

### Cell proliferation

Doxycycline-inducible myoblasts were seeded at 5,000 cells per well in 24-well plates with 0.5 ml/well of media without selection antibiotics. Approximately 3 hr later, an additional 0.5 ml/well of media supplemented with doxycycline was dispensed in each well, such that the final concentration was 300 ng/ml. Inhibitor treatments were started 24 hr later with complete replacement of the media (still including 300 ng/ml doxycycline). Baseline counts for each condition were collected immediately after the start of treatment from separate wells. Final counts were collected 24 hr after the start of treatment. Counts were obtained using a Z2 Coulter Particle Count and Size Analyzer (Beckman Coulter, Brea, CA). The proliferative rate was calculated as the number of cell doublings between final and baseline counts.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE132234. The following dataset was generated: MickETitovDVSkinnerOSSharmaRJourdainAAMoothaVK2020Distinct mitochondrial defects trigger the integrated stress response depending on the metabolic state of the cellNCBI Gene Expression OmnibusGSE13223410.7554/eLife.49178PMC725580232463360

How the deposited data were processed for this re-analysis (not part of the article)

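RNA-seq was measured in 96 samples of C2C12 cells in 35 conditions: myoblasts and myotubes, transduced or not, and post-mitotic cells, treated with mitochondrial inhibitors or DMSO. The mouse myoblast cell line C2C12 forms myotubes in low serum. The authors prepared Smart-seq2 libraries from polyA-selected RNA, quantified reads with kallisto with bias correction against the mouse transcriptome (GRCm38) and transgene sequences, aggregated transcripts to genes with tximport and summed over flow cells; the deposited table holds their estimated counts, unnormalized whole numbers, for 54146 Ensembl genes and 4 transgenes. Read files were not used here.

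Each sample's condition and replicate number came from the sample labels, and samples with the same replicate number in different conditions were treated as a possible block. A block was not in the main models. For 87 replicate pairs, 0 were identical. Totals per sample ran from 6458295 to 15366745 counts, with a median of 10336588.5.

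Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15. Genes with at least 16 counts in every replicate of at least one condition of a fit were kept, as the paper's methods state. There were 6 fits, 37 comparisons and 5 gene sets in 32 tests. The main test was edgeR's quasi-likelihood F test with TMM normalization, Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05; standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of F. Gene sets were tested against the other genes with limma's camera at an inter-gene correlation of 0.01, adjusted over 32 tests, and mean log2 fold changes were computed separately. The authors used DESeq2's Wald test with apeglm shrinkage, which is among the alternatives without the shrinkage. Fold changes of single genes are the mean of DESeq2-normalized counts over the DMSO mean. PCA used rlog values, centered, and scaled for Figure 3F, and ranks are by component weight. Permutation tests compared scores of the same samples that defined the components, so they describe separation and are not independent support.

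Genes named are the 10 that the paper names for its RNA-seq results and, for a comparison, up to 5 in each direction with the largest log2 fold changes among those called, with a mean of at least 50 counts, with all replicates of one group above those of the other except for interactions, and without unnamed predicted genes. Plate position is a code from A01 to H12 in the labels, read here as a well of a 96-well plate; the labels do not explain it. The cell cycle and ATF4 and DDIT3 sets are the genes so marked among the first 1999 genes of Supplementary file 1 analysed here; 256 genes of another sheet were also compared. The tRNA synthetase and p53 sets were written before the data were examined, and the cholesterol set is the paper's own leading edge. The ISR groups were taken from the paper's heat map.

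Alternatives set before the data were examined were DESeq2 size factors in edgeR, no count filter, DESeq2's Wald test, replicate number as a block, modelling only the groups compared, leaving out each replicate in turn, and, for PCA, log2 CPM, the opposite scaling, a filter of 16 counts in every sample and the 500 most variable genes. Plate position as a covariate was added after seeing the data. The edgeR test was tried on simulated data: with 3 replicates per group it recovered 194 of 200 changed genes with 12 false calls, with 2 it recovered 171, and the interaction recovered 131. The tests of splits, thinning to the smallest library and GC content and length (99.92% of tested genes had both) are in the closing part. Cis-regulatory, GSEA and jackstraw analyses were not repeated, and piericidin in transduced myotubes was in its fit but was not compared.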

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

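The splits of the samples, the test with plate position in the model and the check of transgene counts were chosen only after the results were seen, and the size factors of DESeq2, already among the alternatives, were taken as a test of these results only then, while the tests of library size and of GC content and length were set beforehand.

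Responses differed between myoblast lines: the interaction of inhibitor and transgene, tested with edgeR, covered 5311 genes for piericidin and LbNOX, 5130 for piericidin and mitoLbNOX, 5116 for piericidin and NDI1, 6175 for antimycin and LbNOX, 3797 for antimycin and mitoLbNOX and 956 for oligomycin and LbNOX. With every library thinned to 7796879 counts these numbers were 4940, 4725, 4709, 5778, 3456 and 833. With the dependence on GC content and transcript length removed they were 5260, 5091, 5056, 5986, 3636 and 822. With the size factors of DESeq2 they were 5280, 5118, 5091, 6158, 3770 and 939, and with plate position in the model 5465, 5317, 5284, 5964, 3805 and 1025. Under none of these 4 tests did a number fall below 822, but with 1 replicate left out the oligomycin and LbNOX number was 328 to 471. A swap of samples between lines is not in evidence, since 0 samples had a count on a transgene other than their own; LbNOX and mitoLbNOX cells are counted on the same sequence, but their counts on it did not overlap within a shared treatment (9805 to 13457 against 20419 to 24020 with DMSO, 6696 to 12235 against 19533 to 22203 with piericidin and 2189 to 3084 against 6152 to 8943 with antimycin). Swaps between treatments of one line are outside this check. For the lines with 3 replicates, the real split gave the largest number in 1 of 4 splits that part the same-numbered samples equally. The mean over the ATF4 and DDIT3 targets did so in 1 of 4 as well. Over these 5 interactions the largest number in another of these splits was 144, for antimycin and mitoLbNOX. The real split gave 4388, 4615, 5705, 2858 and 498, in the order above without NDI1. These numbers come from separate fits made for the splits, so they differ from those of the main model. Since 4 splits cannot give a share under 0.05, the share itself shows nothing either way. A candidate explanation is the transgene itself, the condition that differs between the lines, as a hypothesis found and tested on the same data.

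The interaction of chloramphenicol and LbNOX at 48 hr covered 62 genes with 2 samples per group. Thinning gave 53 and the size factors of DESeq2 gave 56, but the correction for GC content and length gave 39 and plate position gave 19. Neither of the last 2 fully explains the result, since genes were still called, but the count depends on both, and how much of it is due to an effect of the transgene, which may underlie it, cannot be told apart from them.

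Responses also differed between the myotube and myoblast states, at 5872 genes for piericidin, 6029 for antimycin and 3596 for oligomycin. Thinning to 6458295 counts gave 5293, 5427 and 3113, the correction for GC content and length 5827, 5978 and 3550, the size factors of DESeq2 5843, 6034 and 3577, and plate position 5287, 4591 and 2018. In 1 of 10 splits the number was as large as the real one, for each inhibitor, which is the smallest share 10 splits allow. In the fits made for the splits, the real split gave 5184 genes for piericidin, 5602 for antimycin and 3089 for oligomycin. The largest number in any other split was 0 for each. In each other split both groups mixed the states, so a difference between states would add to the spread and lower the count. The size of the gap therefore adds nothing to the share, which cannot fall under 0.05 and decides nothing. Plate position does not fully explain the oligomycin difference, since 2018 genes passed with it in the model, but the count depends on it, and its share cannot be told apart. The antimycin and piericidin numbers were also lower with position in the model, and all 3 comparisons share the layout in which the 3 myotube DMSO samples were all in inner wells and the 3 myoblast DMSO samples all in outer wells. A difference between the states is a candidate explanation for the genes that passed with position in the model, with the share of splits undecided. The myoblasts carried the luciferase transgene and doxycycline and the myotubes did not, and these cannot be separated from the state.

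The text and figures of the paper give no RNA-seq result for BAM15 alone or 5% oxygen alone in myotubes or for the post-mitotic cells; the myotube sheets of Supplementary file 1 were not analysed here. BAM15 alone changed 3177 genes. Thinning gave 2725, the correction for GC content and length 3050, the size factors of DESeq2 3176 and plate position 1987. Of the BAM15 samples 2 were in outer wells and 1 in the second row, against 3 inner DMSO samples, so the count depends in part on plate position and that part cannot be told apart; position does not fully explain the response, since 1987 genes passed with it in the model. Normalized counts of Atf3 were 166 ± 35.1 with BAM15 alone and 184 ± 15.5 with oligomycin and BAM15 (SD, n = 3 each), so the level of Atf3 with both was near that with BAM15 alone. With both, Atf3 stood at 4.83-fold of DMSO, so BAM15 alone also left it above the DMSO level. Pre-conditioning in 5% oxygen changed 2758 genes, with 2288, 2600, 2735 and 2761 after the same 4 tests in the same order. A response to the lower oxygen may explain these. In the fits made for the splits, the real split gave 2496 genes and the largest number in any other split was 0. Because the other splits mixed the 2 groups, a true difference would lower their counts, and the share, 1 of 4, cannot decide. In post-mitotic cells piericidin changed 325 genes and oligomycin changed 2445; the first 3 tests gave 305, 245 and 317 genes for piericidin and 2379, 2371 and 2425 for oligomycin, and all 9 samples lay in 1 zone of the plate, the outer wells, so that zone does not differ between the treatments. The treatments alternated along these wells, and position within the zone was not tested.

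For every other comparison of groups of 3 samples, the number of genes changed was largest for the real split in 1 of 4 splits, as was each gene set mean, except that the ATF4 and DDIT3 mean was as large in 4 of 4 splits for piericidin in myotubes and in 2 of 4 for piericidin in post-mitotic cells. No comparison could reach a share under 0.05 by this test.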

How the results depend on the processing

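Plate position as a covariate was chosen only after the data were seen; the other alternatives were set before the data were examined. The results were recomputed under each alternative that could be fitted; plate position could not be for post-mitotic cells, whose 9 samples lay in 1 zone, and Cdkn1a had no rank among the 500 most variable genes. For counts of genes changed, 266 of 314 alternatives stayed within 1.5 times the main count. For gene set means 276 of 286 kept direction and side of the threshold, with 5 reversed, 2 weaker, 1 stronger and 2 counted as moved in size. The share of variance stayed within 1 SD in 23 of 56, the displacement on PC1 in 29 of 56, the ranks on PC2 in 8 of 13, the ISR target counts in 55 of 63 and single-gene fold changes from DMSO in 180 of 246. Log2 fold changes of named genes kept direction and side in 547 of 556, with 7 weaker, 1 stronger and 1 reversed. The cause was not tested for any result below.

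With only the groups compared in the model, piericidin changed 558 genes in LbNOX cells and 0 in NDI1 cells (1005 with an unadjusted p under 0.05 in the main model), and chloramphenicol changed 645 in control cells and 69 in LbNOX cells. Without a filter on low counts the numbers were 552 for piericidin in NDI1 cells, 750 for chloramphenicol in LbNOX cells, 483 for its interaction with LbNOX, 197 for oligomycin and LbNOX in myotubes and 613 for piericidin in post-mitotic cells. With the Wald test of DESeq2 they were 6, 178, 167 and 1 for the first 4. With replicate number as a block the chloramphenicol interaction was 22, the only count beyond 1.5 times its main value with that choice. Samples with the same replicate number had mean residual correlations from -0.041 to 0.054 over the 6 fits, within 0.1 of 0. With plate position, chloramphenicol changed 64 genes in LbNOX cells and its interaction 19, BAM15 changed 1987 and oligomycin and state 2018.

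The ATF4 and DDIT3 mean for piericidin in myotubes, 0.0039, changed sign with the size factors of DESeq2 (-0.0020), without a filter (-0.022) and with the Wald test of DESeq2 (-0.0019), with adjusted p from 0.696 to 0.999 over its alternatives. For post-mitotic cells with piericidin it was -0.068 without a filter, past the threshold (adjusted p 0.0351, limma), from 0.0351 to 0.877 over its alternatives. The cell cycle mean for piericidin was -0.17 with plate position, with adjusted p 0.0509 (limma; 0.00294 to 0.0509 over its alternatives). Atf3 with chloramphenicol in LbNOX cells went from -0.14 to 0.57 on the log2 scale with plate position.

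For shares of variance in the order log2 CPM, opposite scaling, a filter of 16 counts in every sample and the 500 most variable genes, PC1 of myoblasts and myotubes held 76.9, 52.1, 70.1 and 94.7%, and PC2 7.23, 14.2, 12.6 and 2.82%. PC1 of control myoblasts held 50.8% with log2 CPM, 41.4% with opposite scaling and 71.2% with the 500 most variable genes, and PC2 20.2 and 16.4% with the last pair. In all myoblasts PC1 held 45.2, 33.6 and 56.6% with opposite scaling, the filter and the 500 genes, and PC2 12.4 and 14.5% with the first pair. In myotubes PC1 held 37.1, 30.3 and 68.1% with log2 CPM, opposite scaling and the 500 genes, and PC2 15.1 and 9.17% with the last pair. Cdkn1a ranked 73 with opposite scaling and 168 with the filter, and Trp53inp1 19 with opposite scaling.

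As a percentage of the piericidin displacement of control cells, with opposite scaling and with the 500 genes, antimycin moved control cells by 106 and 109, oligomycin by 70.7 and 72.2 (66.3 with log2 CPM), piericidin moved LbNOX cells by 17.4 and 21.0, antimycin by 23.0 and 28.0 (16.7 with the filter) and oligomycin by 43.7 and 46.2. In mitoLbNOX cells piericidin gave 23.7 and 28.2 (19.2 with log2 CPM) and antimycin 63.5 and 67.8 (55.6 with log2 CPM and with the filter), and piericidin in NDI1 cells 9.27 and 13.9. In Group 2, the order antimycin, piericidin, oligomycin held for 0 genes with the size factors or Wald test of DESeq2, and with the size factors 7 genes were called higher with antimycin than with oligomycin.

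Leaving out one replicate at a time, the counts of genes changed ranged from 413 to 599 for piericidin in LbNOX cells, 561 to 726 in mitoLbNOX cells, and 328 to 471 for oligomycin and LbNOX. In myotubes they ranged from 435 to 618 for piericidin, 667 to 1076 for antimycin, 2603 to 3385 for oligomycin, 1388 to 2244 for BAM15, 1654 to 1975 for 5% oxygen, 1384 to 2120 for oligomycin with piericidin and 2690 to 3708 for oligomycin in 5% oxygen. In post-mitotic cells they ranged from 25 to 47 for piericidin and 1379 to 1425 for oligomycin, and for oligomycin and state from 2261 to 2373. Gene set means ranged from -0.76 to -0.69 for piericidin and NDI1, -0.014 to 0.0039 for piericidin in myotubes (negative without replicates 1 and 2, at -0.014 and -0.00023), -0.080 to -0.059 for oligomycin and LbNOX in myotubes and -0.16 to -0.077 for p53 effectors with piericidin in LbNOX cells, with adjusted p up to 0.09 (limma). Shares of variance ranged from 7.90 to 8.79% for PC2 of myoblasts and myotubes, 56.7 to 61.1% and 19.6 to 20.4% for the components of control myoblasts, 13.8 to 14.4% for PC2 of all myoblasts, and 51.2 to 56.3% and 14.6 to 15.0% for the components of myotubes. Ranks ranged from 220 to 294 for Cdkn1a and 69 to 204 for Trp53inp1. Displacements ranged from 14.4 to 16.2 for piericidin and 17.1 to 18.9 for antimycin in LbNOX cells, 54.1 to 58.4 for antimycin in mitoLbNOX cells and 4.68 to 8.24 for piericidin in NDI1 cells. NDI1 cells had 2 samples per group, so both ends of their displacement and gene set ranges rest on 1 NDI1 sample per group, and the lower end for oligomycin and LbNOX in myotubes rests on 1 GFP sample per group; these show no stability. In Group 2 the order held for 1 to 3 genes, and 6 to 7 genes were called higher with antimycin. In the 48 hr groups leaving out a replicate left 1 sample, and no counts were made.

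Higher and lower genes shifted in share by more than 10 points in a few cases: piericidin in LbNOX cells had 67.8% higher without a filter against 56.4%, mitoLbNOX cells 69.3% against 56.9%, chloramphenicol in LbNOX cells 84.4% with plate position against 72.5%, its interaction 59.0% without a filter and 30.5% with the Wald test of DESeq2 against 14.5%, piericidin in post-mitotic cells 35.7% without a filter against 50.5%, and oligomycin and state 47.1% against 58.3%. In simulated data with 200 changed genes, with a median log2 fold change near 1, edgeR found 97% with 3 replicates, 85.5% with 2 and 65.5% for an interaction, and called 0 genes in a comparison with no changed gene.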

Differences from the paper's values

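The comparison of unscaled component weights with the paper's was chosen only after the scaled weights had been compared. Of the 4 values compared with the text, 1 differed by the rule used here. The paper places Cdkn1a within its top 50 genes on PC2, and it ranked 231 here among all 11981 genes in the PCA with the scaling of Figure 3F. The PC1 and PC2 weights of 256 genes in the paper's supplementary file had r = 1 with the weights found here without scaling, against 0.851 and 0.858 with it. Without scaling Cdkn1a ranked 73, within 1.5 times the paper's limit but still outside its top 50; log2 CPM (203), the filter of 16 counts in every sample (168) and the fits without one replicate (220 to 294) did not close the gap, and it was not among the 500 most variable genes, which gave no rank. Trp53inp1, for which the paper gives the same place, ranked 121, and 19 without scaling; it is outside the top 50 but is not counted as differing, because the gap is smaller than the spread over the fits without one replicate (69 to 204, a jackknife spread of 80.9). The ranks here are among all genes, without the jackstraw threshold that the paper's methods give for its PC2 list. None of 42 values read by eye from the bar charts and PCA plots and none of 18 values from the supplementary files differed.

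The paper states that myotubes had significant expression changes only upon ATP synthase inhibition and that ETC inhibition had little effect. By number of genes, 1123 genes passed an adjusted p of 0.05 with piericidin and 1613 with antimycin in edgeR; 88 and 131 of these changed at least 2-fold, against 717 for oligomycin. The paper states that complex I or III inhibition triggered the ISR more potently than ATP synthase inhibition. The ATF4 and DDIT3 targets tested here are the 85 genes so marked in the part of Supplementary file 1 analysed here. Over these the mean log2 fold change was 0.79 with antimycin, below the 0.86 with oligomycin, and 0.88 with piericidin, above it. These means were not tested against each other. For Group 1 of the heat map the mean was 2.62 with antimycin and 2.19 with piericidin against 1.54 with oligomycin. With antimycin, piericidin and oligomycin in turn, the means were 1.7, 1.92 and 1.74 for Group 2 and 1.61, 2.38 and 2.39 for Group 3. The paper describes Group 2 as comparable across inhibitors, and 29 of its 54 genes were called different between antimycin and oligomycin, 11 higher and 18 lower. The paper gives Group 3 the reverse gradation, and 11 of 29 genes had the full order oligomycin, piericidin, antimycin, with 28 called lower with antimycin than with oligomycin. None of these differences was explained by a test here.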

Other observations

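Patterns below were found by looking at the data, and the definition of the plate zones was made after seeing the values by well; the shuffle of the zones, and the tests of library size and GC content for it, were set before their results were seen, as were the other tests except the comparison of other responses for the mitochondrial gradient, chosen after the result. Each explanation is a hypothesis.

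Sample labels carry a code from A01 to H12, read here as a well of a 96-well plate, with 36 samples in outer wells, 20 in the second row (B and G) and 40 inner. Over 13357 genes, 3010 differed between outer and inner wells in edgeR after accounting for condition, 206 at least 2-fold, of which 202 were lower in outer wells and 4 higher. The largest falls were Dapk3 (log2 fold change -3.29), Rnf187 (-2.79), Dnaaf5 (-2.37), Tysnd1 (-2.36) and Ccdc102a (-2.25). With libraries thinned to 6458295 counts 197 genes changed at least 2-fold, and after correcting for GC content and length 189, so the count changed little under either. Shuffling the zones within conditions gave as many genes in 1 of 100 draws, the real zones included (2993 by limma, and at most 455 in any shuffle). A difference in library preparation between wells may explain it, but the labels do not say what the code is, and a biological cause was not tested. Of the genes the paper names, Atf3 differed by 0.19 (adjusted p = 0.012, edgeR) and Idi1 by 0.098 (adjusted p = 0.00271) on the log2 scale.

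In LbNOX cells treated with antimycin, the 12 heavy-strand mitochondrial mRNAs were lower with distance from the promoter (across genes, which are not independent replicates, Spearman rho -0.769, Pearson r -0.65, permutation p = 0.00506, adjusted p = 0.101 over 20 comparisons, so it fails correction). The order was not even: from the promoter outward the log2 fold change was -0.26 for mt-Nd1, -1.07 for mt-Nd2 and 0.13 for mt-Co1, then -3.13 for mt-Nd3 and -3.89 for mt-Nd4l midway, and -2.34 for mt-Cytb at the far end. Thinning and plate position both gave -0.769. The lowest rho among the other comparisons with DMSO was -0.636, for mitoLbNOX cells with antimycin, consistent with a response to antimycin in cells carrying these enzymes, which is a hypothesis.

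Pre-conditioning of myotubes in 5% oxygen, with DMSO, gave a mean log2 fold change of -0.467 over 121 cell cycle genes (limma, adjusted p = 1.2e-09 over 8 comparisons of the set in myotubes, 47 called lower and 8 higher). Thinning gave -0.488, the size factors of DESeq2 -0.482 and plate position -0.462. The same set was also lower against the same DMSO samples in limma with BAM15 (-0.185, adjusted p = 0.000192), antimycin (-0.128, adjusted p = 0.000192) and piericidin (-0.0808, adjusted p = 0.0017). With oligomycin the mean was -0.0892 (adjusted p = 0.123). Because these comparisons share their DMSO samples, they cannot tell whether a fall was particular to 5% oxygen. Against oligomycin alone, the mean was -0.352 for oligomycin in 5% oxygen (limma, adjusted p = 0.000438, 47 called lower and 17 higher). It was -0.0992 with BAM15 added (adjusted p = 0.0673) and -0.00762 with piericidin added (adjusted p = 0.808). A response to oxygen may explain part of the fall at 5% oxygen. The means were not tested against each other and no split of these samples was made for this result.

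The LbNOX transcript was lower with antimycin in LbNOX cells, by a log2 fold change of -1.70 (SE 0.12, adjusted p = 2.96e-10, edgeR), and in mitoLbNOX cells by -1.21, and luciferase in control cells by -0.86, while LbNOX with piericidin changed by 0.11 in LbNOX cells (adjusted p = 0.627, edgeR). Luciferase was also lower with oligomycin (-0.73) and higher with piericidin (0.43) in control cells, so its fall was not particular to antimycin. Thinning gave -1.72 and -1.21, the size factors of DESeq2 -1.72 and -1.22 and plate position -1.86 and -1.24. A fall in transcript amount may be part of the response to antimycin, though lower expression of the enzyme was not tested.

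In antimycin-treated LbNOX cells longer genes were lower (across 11971 genes, rho -0.289 with genomic span, genes not being independent replicates), while in the other comparisons with DMSO rho lay between -0.097 and 0.0344. With transcript length, GC content and expression level regressed out the rho was -0.232, with plate position -0.287 and thinned -0.302. Median log2 fold change went from 0.155 in the shortest of 4 groups of genes by span to -0.254 in the longest, with median spans of 4.09 and 96.2 kb. An effect of span on transcription may explain this, which was not tested further.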
